# Elevated β-catenin pathway as a novel target for patients with resistance to EGF receptor targeting drugs

**DOI:** 10.1038/srep13076

**Published:** 2015-08-13

**Authors:** Asuka Nakata, Ryo Yoshida, Rui Yamaguchi, Mai Yamauchi, Yoshinori Tamada, Andre Fujita, Teppei Shimamura, Seiya Imoto, Tomoyuki Higuchi, Masaharu Nomura, Tatsuo Kimura, Hiroshi Nokihara, Masahiko Higashiyama, Kazuya Kondoh, Hiroshi Nishihara, Arinobu Tojo, Seiji Yano, Satoru Miyano, Noriko Gotoh

## Abstract

There is a high death rate of lung cancer patients. Epidermal growth factor receptor tyrosine kinase inhibitors (EGFR-TKIs) are effective in some lung adenocarcinoma patients with EGFR mutations. However, a significant number of patients show primary and acquire resistance to EGFR-TKIs. Although the Akt kinase is commonly activated due to various resistance mechanisms, the key targets of Akt remain unclear. Here, we show that the Akt-β-catenin pathway may be a common resistance mechanism. We analyzed gene expression profiles of gefitinib-resistant PC9M2 cells that were derived from gefitinib-sensitive lung cancer PC9 cells and do not have known resistance mechanisms including EGFR mutation T790M. We found increased expression of *Axin*, a β-catenin target gene, increased phosphorylation of Akt and GSK3, accumulation of β-catenin in the cytoplasm/nucleus in PC9M2 cells. Both knockdown of β-catenin and treatment with a β-catenin inhibitor at least partially restored gefitinib sensitivity to PC9M2 cells. Lung adenocarcinoma tissues derived from gefitinib-resistant patients displayed a tendency to accumulate β-catenin in the cytoplasm. We provide a rationale for combination therapy that includes targeting of the Akt-β-catenin pathway to improve the efficacy of EGFR-TKIs.

Lung cancer is the leading cause of cancer death worldwide^1^. Lung cancer is divided into two histological subtypes, small cell lung cancer (SCLC) and non-small cell lung cancer (NSCLC). NSCLC is further subdivided into three groups, adenocarcinoma, squamous carcinoma and large cell carcinoma. The traditional chemotherapies for NSCLC patients have limited efficacy^2^,^3^,^4^ as well as treatment-related toxicity^5^,^6^. Therefore, more effective and more specific therapies for each NSCLC patients are greatly needed. Adenocarcinoma is the most common subtype of NSCLC and is frequently associated with the genetic alteration of epidermal growth factor receptor (EGFR), such as deletion in exon 19, L858R mutation or wild-type EGFR amplification^7^. Many NSCLC patients who harbor mutations in the tyrosine kinase domain of the EGFR have been reported to show good response to EGFR tyrosine kinase inhibitors (EGFR-TKIs)^8^,^9^,^10^. The EGFR-TKIs such as gefitinib or elrotinib are pioneer molecular targeted drugs that have been used as the first-line treatment for patients with EGFR mutations^11^,^12^.

However, one serious problem that has arisen is that patients who initially had a good response to EGFR-TKIs ultimately experience a recurrence within only a few years. Several mechanisms of such acquired resistance to EGFR-TKIs have been reported. A secondary mutation of the EGFR, T790M, which impairs the binding between EGFR and gefitinib, was observed in many patients with acquired resistance^13^,^14^,^15^. Amplification of the MET tyrosine kinase^16^,^17^ and overexpression of HGF^18^,^19^, a ligand for MET, are also associated with acquired resistance to EGFR-TKIs. Increased expression of N-cadherin is a further potential mechanism of resistance to EGFR-TKIs^20^. There are additionally a significant number of patients who harbor activating mutations in the EGFR but who are primarily resistant to EGFR-TKIs. Similar to the situation in acquired resistance, elevation of the HGF-MET pathway can occur in primarily resistant lung adenocarcinoma tissues^21^. It is known that activity of the Akt kinase is commonly upregulated in cancer cells that are resistant to EGFR-TKIs^7^. However, the mechanisms that underlie resistance to EGFR-TKIs are still unclear and there are many patients for whom the appropriate molecular targets for therapy are unknown.

Activation of the Wnt/β-catenin pathway has been observed in a variety of cancers^22^. Wnt binds to a cell surface receptor complex that consists of the Frizzled (FZD) protein and the low density lipoprotein receptor-related protein (LRP)^23^. These receptors transduce a signal from Wnt to the intracellular proteins Disheveled (Dsh), glycogen synthetase kinase 3 (GSK3), Axin, Adenomatous Polyposis Coli (APC) and β-catenin. In the steady state, membrane β-catenin is bound to α−catenin and E-cadherin. On the other hand, cytoplasmic β-catenin is phosphorylated by GSK3 and phosphorylated β-catenin is degraded by the ubiquitin-protease system. GSK3 activity thereby maintains cytoplasmic β-catenin expression at a low level. Thus, phosphorylation of β-catenin by GSK3 tightly regulates the cytoplasmic pool of β-catenin^22^. Wnt stimulation promotes the phosphorylation of GSK3, which suppresses the catalytic activity of GSK3 and leads to the stabilization of β-catenin. β-catenin in the cytoplasm shuttles into the nucleus where it forms a complex with the TCF/LEF family of transcription factors, leading to induction of β-catenin/TCF-dependent transcription. Mutations and amplification of Wnt signaling molecules have been observed in many types of cancer. In NSCLC, although APC mutation has rarely been observed^24^, it has been reported that Wnt ligand and Fzd are overexpressed^25^,^26^,^27^ and that Wnt antagonists are downregulated^28^,^29^,^30^.

In this study, we established gefitinib-resistant cell lines by long-term exposure of a gefitinib-sensitive cell line to gefitinib to explore novel mechanisms of resistance to EGFR-TKIs. Comparison of the gene expression pattern of gefitinib-resistant cell lines with that of the parental cell lines showed that Wnt/β-catenin signaling molecules were upregulated in the gefitinib-resistant cell lines. Furthermore, we demonstrated that sensitivity to gefitinib was associated with β-catenin activation. Our data suggest that combination therapy of β-catenin pathway-targeting drugs and EGFR-TKIs will be effective for adenocarcinoma patients with primary or acquired resistant to EGFR-TKIs. Our finding raises the intriguing possibility that activation of the Akt-β-catenin pathway might be a common mechanism for conferring resistance to cancer treatment, not only to EGF-TKIs, but also to other types of treatment, including chemotherapy and radiotherapy.

## Results

### Establishment of gefitinib-resistant PC9M2 cells from PC9 cells harboring gefitinib-sensitive mutations in the EGFR

Gefitinib-resistant PC9M2 cells were established by culturing gefitinib-sensitive PC9 cells, which harbor a 5 amino acid deletion in the EGFR tyrosine kinase domain^31^, in the presence of a low amount of gefitinib for several months. Parental PC9 cells or gefitinib-resistant PC9M2 cells were then treated with various concentrations of gefitinib for 72 hours and cell viability was measured using MTT assays (Fig. 1a). Following treatment with 1,000 nM (1 μM) gefitinib, almost 100% of the PC9M2 cells survived, whereas only ~50% of the parental PC9 cells survived. A secondary EGFR T790M mutation, MET amplification and overexpression of HER family members are known mechanisms of acquired or primary resistance to EGFR-TKIs^7^,^31^. We therefore determined if any of these mechanisms underlay the resistance of the PC9M2 cells to gefitinib. We performed reverse transcription (RT)-PCR and Sanger DNA sequencing of the PCR product to determine if the EGFR T790M mutation was present (Fig. 1b). PC9M2 cells, like the parental PC9 cells, did not harbor this mutation. Western blotting of the expression level of the MET protein indicated that MET protein levels were comparable in gefitinib-resistant PC9M lines including PC9M2, which means No. 2 of PC9M lines and PC9 cells (Fig. 1c). Western blotting showed a modest increase in the expression levels of EGFR, HER2 and phosphorylated EGFR in PC9M2 compared to PC9 cells, while the expression levels of HER3 and phosphorylated HER2 were comparable (Fig. 1d).

### β-catenin-induced transcription is upregulated in PC9M2 cells

To explore the novel mechanism of acquired resistance to EGFR-TKIs in PC9M2 cells, we comprehensively analyzed gene expression profiles of PC9 and PC9M2 cells using DNA microarray analysis. 

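PC9 is a human lung adenocarcinoma cell line with an activating deletion in EGFR, and PC9M2 is the gefitinib-resistant line derived from it. After 48 h of starvation, RNA of each line was taken at 26 time points from 0 to 24 h under 4 treatments. These were no treatment, 0.5 μM gefitinib from -2 h, 100 ng/ml EGF from 0 h, and both agents together. Each sample was labelled with Cy3 and hybridized once, which gave 26 arrays in each of 8 time courses and no replicate arrays. The time points of a course stood in for replicates, and n is their number. The authors deposited the signal intensities of every array in the scanner's own units, corrected for the local background and without normalization between arrays. These intensities were quantile normalized over all arrays, as in the paper's methods, floored at 1 and put on the log2 scale. Spots that the scanner software marked as outliers were removed, and they made up 0.0793% of the tested values. The probes carry RefSeq accessions, of which 24794 of 41000 matched a gene symbol, for 16961 genes. Each gene was represented by its probe with the largest variance over all arrays. The 13263 genes whose probe was well above background on at least 13 of the 26 arrays of 1 or more time courses were tested. Between 24464 and 35938 features per array were well above background, with a median of 29787 in PC9 and 29925.5 in PC9M2. The single array per time point limits the precision of each value. Mean differences over time were tested with limma on the differences at matched time points, and p-values were adjusted by the Benjamini-Hochberg method with a threshold of 0.05. Each slide held the 4 treatments of 1 line at 1 time point, so treatments were compared within slides. The lines shared 0 slides and 0 scan days, so that the cell line and the period of scanning cannot be told apart. The differences between the lines at successive time points were correlated, with a median lag-1 autocorrelation over genes of 0.37 without treatment and 0.46 with gefitinib, so they were not independent of each other.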

Since we assumed that gefitinib or EGF-treatment may affect the gene expression levels during the time course, we analyzed the gene expression profiles over 24 h, one cell cycle of PC9 cells. Cells were treated with gefitinib and EGF for various periods of time, prior to mRNA extraction (Fig. 2a). The mRNA was then analyzed using DNA microarrays to determine the time-course of gene expression of PC9 and PC9M2 cells. The presence of EGF did not significantly affect the overall gene expression profiles of PC9 or PC9M2 cells. This result is consistent with the fact that deletion mutations of the EGFR in PC9 and PC9M2 cells result in constitutive activation of the EGFR tyrosine kinase and that EGF-treatment does not further activate the EGFR tyrosine kinase^31^. 

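EGF was compared with no treatment at the 26 matched time points in each line. In the balanced design, EGF accounted for 0.286% of the variance of the log2 signals over all tested genes. The cell line accounted for 25.3%, gefitinib for 23.9% and time for 14.8%. The combination of cell line and time accounted for 14.1%, nearly as much as time itself. Each slide held 1 line at 1 time point, so the shares of time and of this combination include differences between slides. Within single time points, the share of EGF was 2.54% ± 1.00 (SD, n = 26). In PC9 cells, limma's two-sided test called 3395 genes, of which 1503 were higher and 1892 were lower with EGF. In PC9M2 cells it called 1211 genes, 543 higher and 668 lower. Of the 873 genes called in both lines, 864 changed in the same direction. The median absolute difference over all tested genes was 0.09 in PC9 and 0.07 in PC9M2 on the log2 scale. A requirement of a change of at least 2-fold moved these counts most, to 21 genes in PC9 and 4 in PC9M2. At 0 h, when EGF had just been added, the paired arrays with and without EGF differed with an SD over genes of 0.26 in PC9 and 0.38 in PC9M2. At 24 h the SD was 0.42 in PC9 and 0.29 in PC9M2, which was the lowest value of the PC9M2 course. The highest values were 0.76 in PC9 at 16 h and 1.01 in PC9M2 at 11 h. MMP1, which encodes a collagenase, rose by 1.89 in PC9 (standard error 0.21, adjusted p = 1.2e-07) and by 1.24 in PC9M2 (standard error 0.14, adjusted p = 2.7e-06), at 24 of 26 time points in each line. CXCL10, a chemokine gene, fell by 1.49 in PC9 (adjusted p = 2.32e-06) and by 0.91 in PC9M2 (adjusted p = 8.31e-05). In PC9M2 it was well above background on 16 of 26 untreated arrays and 7 of 26 arrays with EGF, so the lower level was measured mostly near background. LPAR6 rose by 1.76 in PC9 (adjusted p = 5.99e-07), where it was well above background on 4 of 26 untreated arrays and 18 of 26 arrays with EGF, and was not well above background on any PC9M2 array of these treatments. CYP4Z1 fell by 1.69 in PC9 (adjusted p = 1.51e-05) and was well above background on 7 of 26 untreated arrays. In PC9M2, DCLK1 rose by 1.31 (adjusted p = 7.36e-06, 25 of 26 time points), and ADCY5 fell by 0.88 (adjusted p = 0.000209, 21 of 26 time points) with 10 of 26 untreated arrays well above background.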

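Gefitinib without EGF was compared with no treatment at the same time points. In PC9 cells, 9593 genes (72.3%) were called by the two-sided test, 4656 of them higher and 4937 lower with gefitinib. In PC9M2 cells, 8848 genes (66.7%) were called, 4318 higher and 4530 lower. A change of at least 2-fold, the alternative that moved these counts most, was reached by 2472 genes in PC9 and 1291 genes in PC9M2. Among the 7612 genes called in both lines, 7446 changed in the same direction and 166 in opposite directions. The median absolute difference was 0.44 in PC9 and 0.32 in PC9M2. The genes with the largest changes in the same direction at all 26 time points were listed for each line. In PC9, RADIL rose by 6.93 (standard error 0.35, adjusted p = 1.22e-15), KCNJ13 by 5.46 (adjusted p = 6.85e-13) and CCN5 by 5.24 (adjusted p = 1.53e-12). Without treatment these genes were well above background on 8, 5 and 2 of the 26 PC9 arrays, so the lower level was measured near background. DUSP6, a phosphatase gene of the ERK pathway, fell by 6.80 in PC9 (standard error 0.27, adjusted p = 1.17e-17). SPRY4 fell by 4.99 (adjusted p = 6.85e-22) and ETV5 by 4.80 (adjusted p = 4.58e-11). With gefitinib these genes were well above background on 20 and 11 of the 26 PC9 arrays, so the level of ETV5 was measured mostly near background. In PC9M2, TNFSF10 rose by 4.57 (standard error 0.19, adjusted p = 2.01e-17), BMF by 4.17 (adjusted p = 1.61e-18) and CSF1R by 3.73 (adjusted p = 3.17e-13). CSF2 fell by 3.57 in PC9M2 (standard error 0.18, adjusted p = 1.42e-15), CD274 fell by 2.80 (adjusted p = 5.97e-13) and FOSL1 fell by 2.77 (adjusted p = 3.16e-16). CSF2 and CD274 were well above background on 4 and 13 of the 26 PC9M2 arrays with gefitinib.

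**Figure D1:**
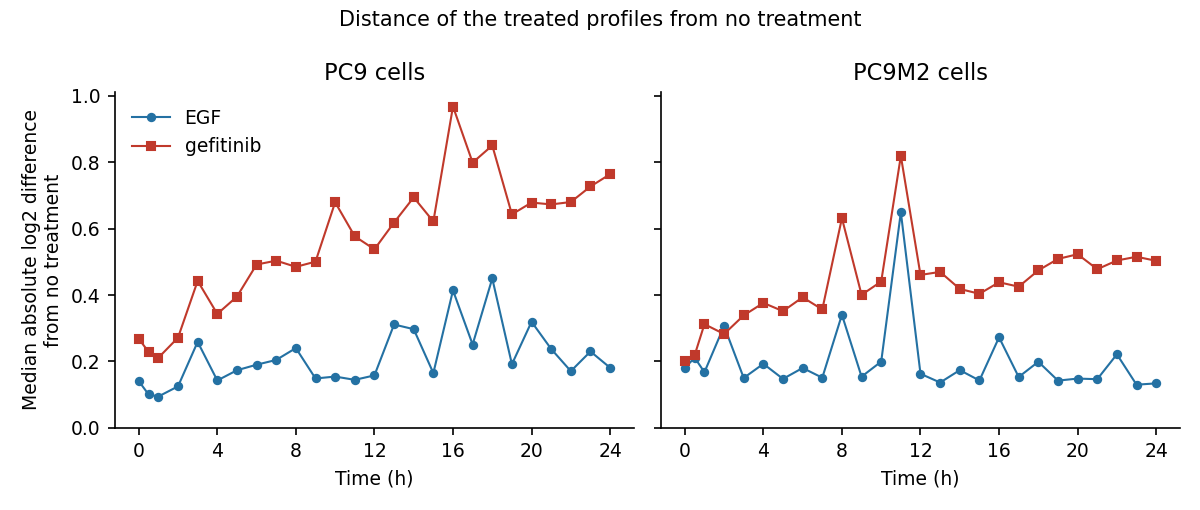
Median absolute log2 difference from no treatment over 13263 genes against time (h), for EGF and for gefitinib. PC9 and PC9M2 cells are shown with 1 array pair per point. At 24 h the median is 0.76 with gefitinib and 0.18 with EGF in PC9, and 0.50 and 0.13 in PC9M2.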

Gefitinib treatment affected the overall gene expression profiles in both PC9 cells and PC9M2 cells (Fig. 2b). 

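The untreated time courses were fitted with a natural cubic spline of time with 4 degrees of freedom, and limma's F-test was applied to each line. In PC9, 8789 genes changed over time at an adjusted p under 0.05, and 5601 of them had a fitted range of at least 1 on the log2 scale. In PC9M2, 8911 genes changed, 5473 with such a range. The median fitted range over all tested genes was 0.98 in both lines. Both lines called 6159 of these genes. The F-test treats the time points as independent, and autocorrelated noise in simulated courses raised its number of false calls. Each time point had its own slide, and the 26 slides of a line were scanned on 8 days for PC9 and 9 days for PC9M2. Between consecutive hours, the median absolute change was 0.24 in PC9 and 0.17 in PC9M2 where both arrays were scanned on 1 day. It was 0.32 in PC9 and 0.30 in PC9M2 where the scan days differed. Scan day as a random block, an alternative chosen after seeing the data, lowered the counts to 7162 genes in PC9 and 5152 in PC9M2 and moved the count in PC9M2 most. FZD5, a Wnt receptor gene, had a fitted range of 1.98 in PC9 (adjusted p = 1.81e-05) and 0.63 in PC9M2 (adjusted p = 0.0311). The range of LEF1, which encodes a transcription factor that binds β-catenin, was 1.30 in PC9 (adjusted p = 0.00285) and 0.81 in PC9M2 (adjusted p = 0.0162). FZD9 had a range of 0.73 in PC9 (adjusted p = 0.00505) and 0.98 in PC9M2 (adjusted p = 0.00074). FZD7 had a range of 0.93 in PC9 (adjusted p = 2.23e-05) and of 0.65 in PC9M2, which did not pass the threshold (adjusted p = 0.0528).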

We noticed that gene expression levels were dynamically changed during the time course without any treatment, gefitinib, EGF or serum (labeled as “None” in Fig. 2b). We compared the gene expression profiles of PC9M2 cells with those of PC9 cells. We basically focused on the genes whose expression levels were elevated in the gefitinib-resistant PC9M2 cells than in parental PC9 cells, in spite of the presence or absence of gefitinib or EGF-treatment. 

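A gene was counted as elevated when it was higher in PC9M2 than in PC9 under each of the 4 treatments and its response to gefitinib differed between the lines, as in the paper's methods. Of the tested genes, 2984 were higher under all 4 treatments, and 1098 (8.28%) met both conditions. Among these, 266 were at least 2-fold higher under every treatment. The change with gefitinib was more positive in PC9M2 than in PC9 for 461 of the 1098 genes and more negative for 637. A difference of at least 2-fold in each of the comparisons moved the count most, to 36 genes. The 5 elevated genes with the largest mean difference among those higher at every time point are given with their range over the treatments. PNPLA4, which encodes a lipase, was higher by 4.51 to 4.88 (standard error without treatment 0.10, adjusted p = 1.18e-24, one-sided). CALB1, a calcium-binding protein gene, was higher by 4.11 to 4.74 (standard error without treatment 0.11, adjusted p = 3.91e-24). VCX2 was higher by 3.87 to 4.31 (adjusted p = 2.19e-22) and MAGEA9 by 3.79 to 4.20 (adjusted p = 5.04e-26). SLCO1B3, a transporter gene, was higher by 3.57 to 4.45 (adjusted p = 4.6e-20), with 7 of the 26 PC9 arrays with gefitinib well above background. PNPLA4 and VCX2 are neighbours on chromosome X, and among the genes beside them FAM9B, VCX and VCX3A were also higher in PC9M2, by 5.08, 2.58 and 2.51 on average, whereas STS was lower (-1.22).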

We obtained 1,696 genes whose expression levels were substantially elevated in PC9M2 cells than in PC9 cells throughout the time course. By using Gene Ontology (GO) analysis, we found that Wnt/β-catenin pathway-related genes were enriched among the 1,696 genes. 

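The genes of the GO term were not analysed here, and a list of 97 core members of the Wnt/β-catenin pathway, written by hand, took its place. Of these, 73 were among the tested genes, and 8 met all conditions for elevated genes in PC9M2. These were WNT5A, WNT10A, FZD5, FZD7, DKK3, KREMEN2, PORCN and BTRC, and adjusted over the list alone their number was 9. They made up 11.0% of the list, against 8.28% of all tested genes (odds ratio 1.37, 95% confidence interval 0.565 to 2.86, two-sided Fisher's exact test, p = 0.391). In the list, 16 genes were higher and 11 were lower in PC9M2 under all 4 treatments. Without the genes that the paper names, 6 of 65 members were elevated (odds ratio 1.13, p = 0.656). Over the alternatives, the odds ratio was lowest at 0 with time points 3 h apart and with a required difference of 1 log2 unit, and highest at 2.10 with the time courses unpaired. The p-values under the alternatives ran from 0.0711 to 1. Limma's camera test with a correlation of 0.01 was applied to 6 gene lists for the difference between the lines, without treatment and with gefitinib. The median difference of the Wnt list was 0.00 without treatment and 0.04 with gefitinib (adjusted p = 0.501 for both). For a list of 15 tested β-catenin target genes, it was 0.07 without treatment (adjusted p = 0.501) and 0.61 with gefitinib (adjusted p = 0.096), where 10 members were higher and 2 were lower over all genes and also adjusted over the list alone. A list of 10 genes induced by ERK signaling was higher with gefitinib (median 1.61, adjusted p = 0.00237) and not different without treatment (median -0.17, adjusted p = 0.501). This list shares a member with the β-catenin targets, so the results of these lists are not independent of each other. Lists of proliferation, mesenchymal and epithelial genes were not called, with adjusted p-values from 0.096 to 0.979. The mesenchymal list had a negative median (-0.05) and a positive mean (0.34) without treatment. With the correlation estimated from the data, none of these lists was called. Limma's fry test called 11 of the 12 combinations of list and treatment, the Wnt list included (adjusted p = 0.000573 without treatment and 3.93e-05 with gefitinib). Fry asks whether the genes of a list differ at all, whereas camera asks whether they differ more than the other genes. The two-sided test called 9033 genes between the lines without treatment and 8614 with gefitinib, so the calls of fry do not show enrichment of a list.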

Some examples of the time-course expression profiles of the Wnt/β-catenin pathway related genes were shown in Fig. 2b. This result led us to hypothesize that the Wnt/β-catenin pathway is activated in PC9M2 cells.

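The 4 genes shown in Fig. 2b were measured on probes well above background on all arrays. LEF1 was higher in PC9M2 than in PC9 at all 26 time points under each treatment. Its log2 difference was 1.51 without treatment (standard error 0.09, adjusted p = 6.58e-15, one-sided) and 1.57 with gefitinib (standard error 0.10, adjusted p = 2.04e-14). FZD7 was higher by 0.57 without treatment (standard error 0.10, n = 25, adjusted p = 1.53e-05), at 19 of 25 time points. With gefitinib it was higher by 1.42 (standard error 0.08, adjusted p = 6.8e-16), at 26 of 26 time points. FZD5 was higher by 0.61 without treatment (standard error 0.13, adjusted p = 0.000125, 21 of 26 time points) and by 1.15 with gefitinib (standard error 0.10, adjusted p = 1.58e-11, 26 of 26 time points). FZD9 was higher by 0.51 without treatment (standard error 0.08, adjusted p = 8.89e-07, 23 of 26 time points) and by 0.61 with gefitinib (standard error 0.09, adjusted p = 1.67e-06, 25 of 26 time points). With EGF alone the differences were 0.39 for FZD7, 0.51 for FZD5, 0.50 for FZD9 and 1.43 for LEF1. FZD5 and FZD7 met all conditions for elevated genes. With EGF, by two-sided tests, neither was called under the variance inflated for autocorrelation (adjusted p = 0.11 for FZD5 and 0.0611 for FZD7) or with time points 3 h apart (0.103 and 0.101), and FZD5 was not called with scan day as a random block (0.061). FZD9 and LEF1 were higher under all 4 treatments, but their response to gefitinib did not differ between the lines (adjusted p = 0.57 and 0.698), and none of 20 alternatives changed this. FZD5 has 3 probes that disagree. Without treatment, the probe used here gave 0.61 and the others gave -0.10 and -0.14, whereas with gefitinib the others gave 0.46 and 0.41. With the mean of all probes, FZD5 was not called without treatment (difference 0.12, adjusted p = 0.24) or with EGF (difference 0.05, adjusted p = 0.664). In the last 13 time points alone, FZD5 (0.16, adjusted p = 0.301) and FZD7 (0.27, adjusted p = 0.0861) were not called without treatment by the two-sided test. With EGF they were not called there either (adjusted p = 0.603 and 0.292), and in the first 13 time points the response of FZD5 to gefitinib did not differ (adjusted p = 0.218). CTNNB1, the gene of β-catenin, was 2.47-fold to 2.82-fold higher under the 4 treatments, and its response to gefitinib did not differ (adjusted p = 0.263), although it did under 5 alternatives. A brighter CTNNB1 probe gave smaller log2 differences between the lines, from 0.97 to 1.35. With that probe the response differed by 0.38 (adjusted p = 0.00144), and with the deposited table of normalized intensities by 0.39 (adjusted p = 0.00156). From the enrichment of Wnt/β-catenin pathway genes among the elevated genes, the paper proposes that the pathway is activated in PC9M2 cells.

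**Figure D2:**
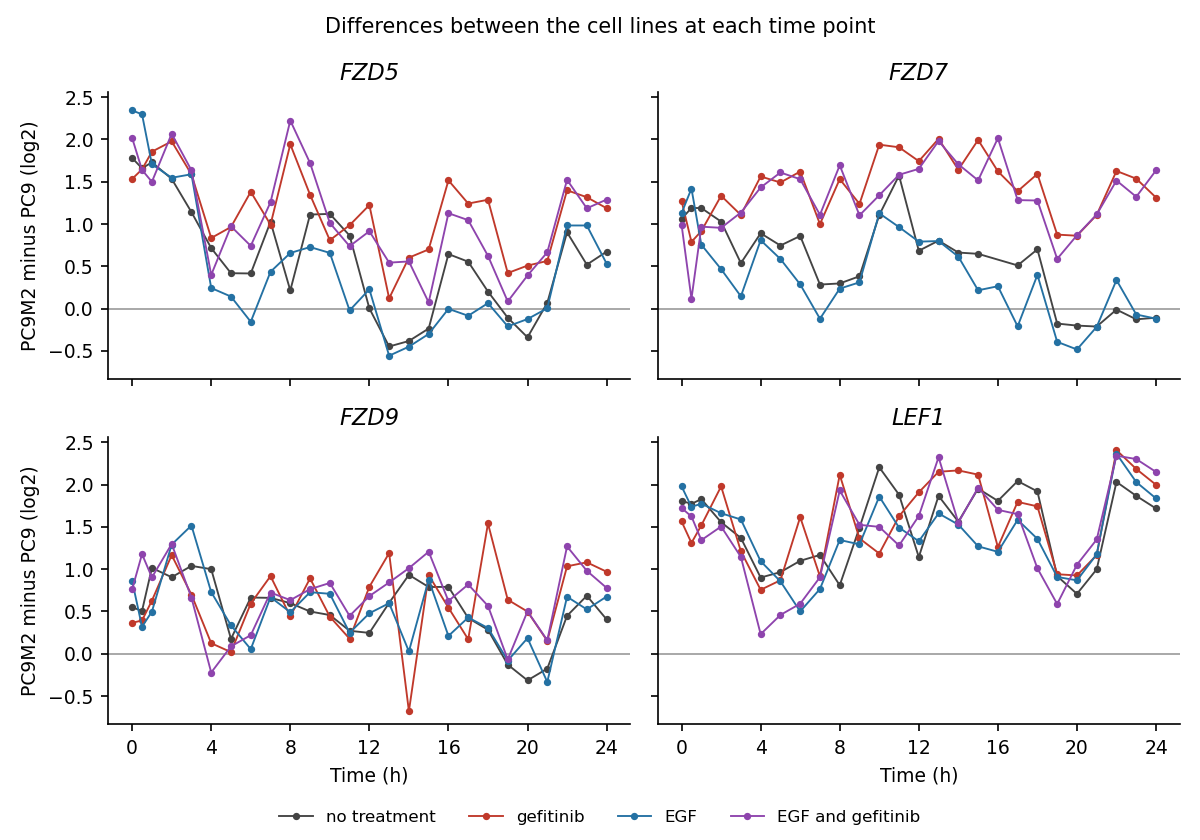
Log2 difference PC9M2 minus PC9 of FZD5, FZD7, FZD9 and LEF1 against time (h) under the 4 treatments, with 1 pair of arrays per point. LEF1 lies above 0 at all 26 time points under each treatment, and FZD7 at 19 of 25 time points without treatment.

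**Figure D3:**
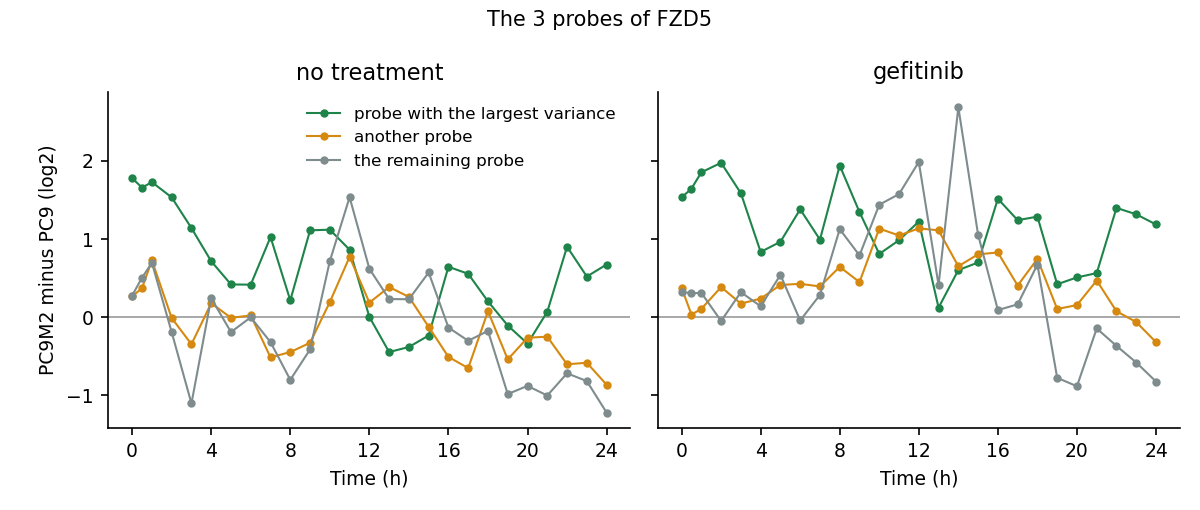
Log2 difference PC9M2 minus PC9 of the 3 probes of FZD5 against time (h), without treatment and with gefitinib. The means without treatment are 0.61, -0.10 and -0.14, and with gefitinib 1.15, 0.46 and 0.41.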

To determine whether Wnt/β-catenin signaling is activated in PC9M2 cells, we first examined the phosphorylation status of GSK3α under gefitinib treatment, by Western blotting. As shown in Fig. 2c, the phosphorylation levels of GSK3α were higher in PC9M2 cells than those of PC9 cells, under gefitinib treatment. Akt is known to be one of the serine/threonine kinases that phosphorylate GSK3α^32^. Using Western blotting, we found that the phosphorylation levels of Akt were higher in PC9M2 cells than in PC9 cells (Fig. 2d). Treatment with gefitinib greatly reduced the phosphorylation of Akt in PC9 cells, whereas the phosphorylation of Akt was still maintained in PC9M2 cells even in the presence of gefitinib. These results suggest that activated Akt phosphorylates and inactivates GSK3α in PC9M2 cells even in the presence of gefitinib. Unphosphorylated β-catenin in the cytoplasm shuttles into the nucleus and forms a complex with the TCF family of transcription factors, leading to induction of β-catenin/TCF-dependent transcription. The amount of β-catenin localized in the nucleus or the cytoplasm may reflect β-catenin activity. We therefore next compared the cellular localization of β-catenin in PC9 and PC9M2 cells using cell fractionation. Cells were treated with or without gefitinib and cell lysates were fractionated by centrifugation. The cytoplasmic/membrane and nuclear fractions of the cells were then subjected to immunoblotting using anti-β-catenin antibodies. As shown in Fig. 2e, more β-catenin was accumulated in both the cytoplasmic/membrane and nuclear fractions of PC9M2 cells than of PC9 cells. These results support the possibility that β-catenin-induced transcription is more highly activated in PC9M2 cells than in PC9 cells regardless of gefitinib treatment. To further analyze this possibility, we measured the mRNA expression of *Axin2*, which is a typical target gene of β-catenin-induced transcription^33^. qRT-PCR analysis indicated that the mRNA expression levels of *Axin2* were higher in PC9M2 cells than in PC9 cells (Fig. 2f).

Next, we treated the cells with the Akt inhibitor MM2206 to block the Akt-GSK pathway. Treatment with MM2206 reduced phosphorylation of Akt in both PC9 and PC9M2 cells. Further, MM2206 treatment reduced phosphorylated GSK3α and expression of β-catenin in PC9M2, but not in PC9 cells. These results suggest that inhibition of the Akt-GSK pathway rescues an increase in β-catenin expression in PC9M2 cells (Fig. 2g).

### Down-regulation of β-catenin activity restores gefitinib sensitivity to PC9M2 cells

We next evaluated the impact of enhancement of β-catenin activity on cellular resistance to EGFR-TKIs. Gefitinib sensitivity of PC9M2 cells that were transfected with siRNAs against β-catenin or control siRNA was compared by assay of cell viability (Fig. 3a). Gefitinib sensitivity of β-catenin knockdown PC9M2 cells was increased compared to the control siRNA-transfected cells and was as high as that of the parental PC9 cells. We next assayed the effect of ICG-001, a specific inhibitor of β-catenin-TCF transcriptional activity^34^, on the gefitinib sensitivity of PC9M2 cells. ICG-001 inhibition of β-catenin activity in PC9M2 cells induced sensitivity to gefitinib in a dose-dependent manner (Fig. 3b). These data suggest that activation of β-catenin in PC9M2 cells conferred cellular resistance to gefitinib.

### Cytoplasmic localization of β-catenin is observed in tumors derived from PC9M2 cells *in vivo*

We next investigated the cellular localization of β-catenin in tumors derived from PC9 or PC9M2 cells in a mouse xenograft model. Parental PC9 cells or gefitinib-resistant PC9M2 cells were injected subcutaneously into the flanks of severe combined immunodeficient (SCID) mice. We confirmed that gefitinib treatment significantly inhibited *in vivo* tumor growth derived from PC9 cells but not that of PC9M2 cells (Fig. 4). After 3 weeks, the tumors were resected and were analyzed by HE staining and by immunohistochemistry using anti-β-catenin antibodies and control immunoglobulin G (IgG) (Fig. 5a). Many cuboidal epithelial cells were tightly packed in PC9 cell-derived tumor tissues, whereas PC9M2 cell-derived tumor tissues were morphologically undifferentiated and contained many tumor cells with cell bodies and nuclei of irregular size, as well as a stroma-like component. β-catenin was strongly stained in the plasma membrane in the cuboidal epithelial cells in the tumor tissues derived from PC9 cells. In contrast, in the tumor tissues derived from PC9M2 cells, β-catenin was localized in the cytoplasm in most cells and there were a few cells that displayed positive staining in both the cytoplasm and the nucleus. No β-catenin staining was detected in the stroma-like component in PC9M2 cell-derived tumor tissues. We counted the number of cells displaying β-catenin staining in the cytoplasm or/and nucleus. We found that there were significantly more cells in which β-catenin was localized in the cytoplasm/nucleus in PC9M2 than in PC9 cells (Fig. 5b). These results suggest that the β-catenin in PC9M2 cell-derived tumors is more highly activated than that in PC9 cells.

### Plasma membrane localization of β-catenin is reduced in lung cancer tissues derived from gefitinib-resistant patients

Finally, we immunohistologically analyzed β-catenin localization in lung cancer tissues harboring EGFR TKI-sensitive mutations that were derived from patients who were subsequently treated with gefitinib. The clinicopathological characteristics of the patients are shown in the Supplementary Table 1. We found 29/32 cancer tissues in which β-catenin staining was positive in the membrane, cytoplasm or nucleus. We found the staining in either the membrane, cytoplasm or nucleus was very weak in 3 samples. We regarded them as negative staining and omitted them from the analysis. Nuclear staining was not clearly detected in many samples, while the staining in the membrane was clearly detected. Because β-catenin localized in the plasma membrane appears to bind to α- and E-cadherin, activation of the β-catenin pathway might be inhibited^22^. We hypothesized that a large population of the cells expressing membrane-localized β-catenin might reflect weak β-catenin activity in the tumor. We counted the number of cells where β-catenin was stained in the plasma membrane. The patients whose tumor contained more than 40% cells where β-catenin was stained in the plasma membrane were categorized into “High” (Fig. 6, left panel). Whereas the patients whose tumor contained less than 40% where β-catenin was stained in plasma membrane were categorized into “Low”. In these patient tumors, β-catenin was stained in cytoplasm and/or nucleus (Fig. 6, right panel). As a control, we showed the image with negative β-catenin staining (Fig. S1).

We then correlated the β-catenin staining pattern with the clinical effects of gefitinib-treatment, which were classified as follows: “partial response”; patients who responded partially (8 cases), “no response”; patients who did not respond significantly (21 cases)^35^. As shown in Table 1, the “Low” pattern was more evident in lung cancer tissues of no-response cases than in those of partial-response cases and the “High” pattern was more evident in lung cancer tissues of partial-response cases than in those of no-response cases (*P* = 0.049). These results suggest that localization of β-catenin was related with gefitinib sensitivity in lung adenocarcinoma patients.

## Discussion

In this study, we established the gefitinib resistant cell line, PC9M2 that was derived from PC9 cells, which harbor an EGFR mutation. Neither the EGFR T790M mutation nor MET amplification was detected in the PC9M2 cells, suggesting the existence of other mechanisms of resistance to gefitinib in this gefitinib-resistant cell line. By comparison of the gene expression pattern of PC9 and PC9M2 cells, we found that Wnt/β-catenin-related genes were upregulated in PC9M2 cells. We confirmed that the β-catenin pathway is indeed activated in PC9M2 cells by determination of enhanced phosphorylation of Akt and GSK3α, cytoplasmic localization of β-catenin and activation of *Axin2* gene transcription. We next demonstrated that downregulation of β-catenin using siRNA or an inhibitor of β-catenin activity, restored gefitinib sensitivity to PC9M2 cells, indicating that β-catenin activation conferred gefitinib resistance to the cells. Furthermore, we examined the activation of β-catenin *in vivo* using a mouse xenograft model. Plasma membrane localization of β-catenin was more prominent in the tumor derived from PC9 cells than in that derived from PC9M2 cells, whereas cytoplasmic and nuclear β-catenin localization were more evident in the tumor derived from PC9M2 cells than in that derived from PC9 cells. These observations indicate that β-catenin activation was enhanced in PC9M2 cells compared with PC9 cells *in vivo*.

The major genetic abnormalities that are frequently observed in NSCLC are abnormalities in K-Ras and in receptor tyrosine kinases such as EGFR^10^,^36^, ALK^37^and RET^38^,^39^,^40^. All of these mutations lead to activation of Akt. Our data are to demonstrate that enhancement of the β-catenin pathway could be a common mechanism of resistance to EGFR TKIs. We observed that activation of Akt is increased in PC9M2 cells compared to PC9 cells. It is known that activated Akt phosphorylates GSKα^32^, leading to GSKα inactivation and that inhibition of GSK activity results in activation of β-catenin. Thus, cells harboring higher activation levels of Akt may survive even after long exposure to gefitinib treatment and activate β-catenin by inhibiting GSK activity. One possibility is that a minor population of tumor cells, in which the β-catenin pathway is already activated, might survive long-term exposure to gefitinib and ultimately become the major population. Another possibility is that novel mutations or epigenetic mechanisms might have occurred in a few cells due to the stress of gefitinib treatment and that these cells expanded to become the major population, since they were resistant to gefitinib. These two possibilities are not mutually exclusive.

There are many reports that Wnt/β-catenin pathways play important roles in the maintenance of cancer stem cells^22^,^41^,^42^. One of the typical characteristics of cancer stem cells is resistance to various kinds of cancer treatment. It is possible that a minor population of cancer stem-like cells in the PC9 population survive gefitinib treatment and ultimately become the major population in PC9M2 cells. If so, PC9M2 cells might have some cancer stem cell-properties. Given that the β-catenin pathway is important for cancer stem cells, it would be interesting to examine if the Akt-β-catenin pathway contributes to resistant mechanisms not only to other molecular targeted drugs but also to other conventional chemotherapy or radiotherapy.

Since the cellular localization of β-catenin should at least in part reflect the activity of the β-catenin pathway, we examined whether β-catenin localization in lung adenocarcinoma tissues with an EGFR mutation is associated with primary resistance to gefitinib. We observed that cytoplasmic localization of β-catenin is associated with lung adenocarcinoma tissues derived from primary gefitinib-resistant patients (no response cases) rather than with those from gefitinib-sensitive patients (partial response cases). We did not observe clear nuclear localization of β-catenin, which might be because β-catenin activation in the patient samples was not as strong as that in PC9M2 cell-derived tumors. However, it is possible that the β-catenin pathway is more highly activated in lung cancer tissues derived from patients who are resistant to EGFR-TKI treatment than in tissues derived from patients in whom the EGFR-TKI treatment is effective. It has been demonstrated that β-catenin activation is critical for tumorigenesis in an ErbB2/HER2-mediated mouse mammary tumor model^43^. In this report, mouse tumor tissues overexpressing ErbB2 showed nuclear localization of β-catenin. However, in human breast cancer tissues overexpressing ErbB2, β-catenin is mainly localized in the cytoplasm rather than in the nucleus. These observations suggest that β-catenin activation in the patient samples was not as strong as that in the mouse mammary tumors; this observation is in agreement with our own findings.

Our results raise the possibility that drugs targeted against the β-catenin pathway may be effective for patients whose lung cancer tissues display cytoplasmic localization of β-catenin. Since part of the adenocarcinoma tissues of gefitinib-sensitive patients display cytoplasmic localization of β-catenin, these patients may also be sensitive to drugs targeted against the β-catenin pathway. Obviously, it would be important to analyze β-catenin localization in lung cancer tissues derived from patients with acquired resistance to gefitinib. However, we did not have a large enough number of lung cancer tissues for such an analysis in the present study. Analysis of a large number of samples might be needed to validate the effect of drugs targeted against the β-catenin pathway on acquired resistance to gefitinib in patients.

## Methods

### Materials

Recombinant human EGF was purchased from Merck Millipore (Darmstadt, Germany). Gefitinib, MM-2206 and ICG-001 were purchased from Selleck chemicals (Houston, TX, USA).

### Cell culture and establishment of gefitinib resistant cell lines

PC9 cells were maintained in RPMI1640 medium supplemented with 10% FBS, 100 U/mL penicillin and 100 mg/mL streptomycin, at 37 °C and 5% CO2. To establish gefitinib resistant cell lines, parental PC9 cells were treated with gefitinib at concentrations of 20–100 nM for 14–28 days, 5–20 nM for 14–28 days and 100 nM for a range of exposure durations, yielding approximately 500 survived clones. We selected PC9-derived cells that showed a difference in gefitinib sensitivity but not in morphology or cell growth rate. Among the 500 clones that survived long-term exposure to gefitinib, we selected clones based on MTT assay. We treated the cells with 0, 0.1 and 1 μM of gefitinib, cultured them for 7 days and selected the clones that showed resistance to gefitinib, which resulted in a total of 179 clones (Fig. S2 and data not shown). Next, we selected the clones with PC9 cell-like morphology consisting of a mixture of attached and floating cells. A total of 12 clones were obtained in this manner, which we designated as “PC9M” lines (Fig. S3 and data not shown). We confirmed that none of these clones carried the EGFR Y790M mutation or showed MET amplification (Fig. 1b,c and data not shown). Finally, we cultured the cells and counted them daily for 4 days. We found that PC9M1, 2 and 3 cells grew at a similar rate as PC9 cells (Fig. S4 and data not shown). We selected PC9M2 cells for further analysis.

### Sanger sequencing and quantitative RT-PCR

RNA isolation, cDNA preparation and sequencing were described previously^38^. Primers used for analysis of *EGFR* were 5′- TGT AAA ACG ACG GCC AGT CGA AAG CCA ACA AGG AAA TCC-3′ (forward) and 5′- CAG GAA ACA GCT ATG ACC ATT CCA ATG CCA TCC ACT TGA T-3′ (reverse). To quantitatively analyze the *Axin2* mRNA expression level, quantitative real time PCR (qRT-PCR) was performed using a TaqMan probe as previously described in detail^44^. TaqMan probes for *Axin2* (Hs00610344_m1) and for 18S ribosomal RNA (Hs99999901_s1) were purchased from Life technology (Carlsbad, CA).

### Microarray experiments

Each cell line was starved for 48 h prior to the microarray experiments. Total RNA was then isolated from each line at 26 time points over a 24 h period. Hybridization was carried out on a 44K Agilent Whole Human Genome Oligo Microarray (G41112F) (Agilent Technologies). Microarrays were scanned using a dynamic autofocus microarray scanner (Agilent DNA Microarray Scanner, Agilent Technologies) under default parameters (Green PMT was set to 100% and the scan resolution was set to 5 μm). Feature Extraction Software v9.1 (Agilent Technologies) was used to obtain a raw signal value and a quality flag (Present [P], Marginal [M], or Absent [A]). After aggregating all the scanned signals for the different time points, cell lines and treatments into a single data matrix, quantile normalization was applied to remove the between-experiment distributional biases due to assay artifacts by forcing the same percentile values on all of the processed data. To assign a unique probe ID to each gene that is inherently spanned by multiple probes, we selected a probe with the maximal variance across the overall data points. Outliers were further processed by comparing the distance between the data points and smoothing spline curve fitted under a degree of freedom and then replacing all of the data points lying above a threshold on the distance to the smoothed value. Finally, a gene filtering procedure based on a specifically customized statistical test (details are omitted) excluded genes that maintained expression levels for 24 h that were lower than a properly controlled threshold. These preprocessing procedures made up the eight time course microarray data from 17,654 genes.

To identify pathways involved in the maintenance of gefitinib resistance, we focused on genes whose expression was specifically elevated in the gefitinib resistant PC9M2 cells in spite of the presence or absence of gefitinib-treatment or EGF-treatment. For each treatment type, a paired two-sample *t*-test was performed on the two sets of time-course measurements. For gene *i* and treatment *j*, the expression values of the parental PC9 and PC9M2 cells, *Y*_*ijt*_^PC9^ and *Y*_*ijt*_^PC9M2^, consisted of paired samples over the 26 time points (*t* = 1, ^…^, 26). A one-sided test was used to assess the increased expression of gene *i* in the PC9M2 cells. We then controlled the false discovery rate of the multiple testing over 17,654 genes at *q*-values < 0.05^45^. This analysis screened out four sets of 5,876, 5,991, 6,396 and 6,164 differentially-upregulated genes (denoted by *G*_1_, *G*_2_, *G*_3_ and *G*_4_ respectively) in the PC9M2 cells treated with control (*j* = 1), gefitinib (*j* = 2), EGF (*j* = 3) and both EGF and gefitinib (*j* = 4), respectively.

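With limma's moderated form of the paired test, one-sided for higher expression in PC9M2, the number of genes called was 4091 without treatment. It was 4043 with gefitinib, 4330 with EGF and 4151 with both. These were 30.8%, 30.5%, 32.6% and 31.3% of the tested genes. Among them, 990, 1002, 958 and 910 genes were at least 2-fold higher, which was the alternative that moved the counts most. In the opposite direction, the one-sided test called 4940, 4563, 4930 and 4851 genes as lower in PC9M2 under the same treatments. The median of the absolute differences was between 0.42 and 0.45 on the log2 scale. The t-test that the paper's methods name, applied to the same differences, gave 4054, 4011, 4310 and 4116 genes after Benjamini-Hochberg adjustment. At an unadjusted p under the same threshold, it gave 4555, 4516, 4744 and 4609 genes. With Storey's q-values, its counts were the same as after Benjamini-Hochberg adjustment.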

To further narrow-down the identified gene sets, we selected genes that were differentially regulated by gefitinib treatment in the parental PC9 and gefitinib resistant PC9M2 cells. Within each cell type, the difference in gene expression values was taken over the time points between the control and gefitinib-treated data sets, *d*_*it*_^PC9^ = *Y*_*i1t*_^PC9^– *Y*_*i2t*_^PC9^ and *d*_*it*_^PC9M2^ = *Y*_*i1t*_^PC9M2^– *Y*_*i2t*_^PC9M2^. To assess the difference in expression of each gene in the drug response between the parental and PC9M2 cells, a two-sided paired *t*-test was carried out with the two differentiated time-course profiles, *d*_*it*_^PC9^ and *d*_*it*_^PC9M2^ (*t* = 1, ^…^, 26). The produced *p*-values were converted to *q*-values. 

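For each gene, the difference of the gefitinib effect between PC9M2 and PC9 was taken at each time point. Limma's two-sided test called 4507 genes (34.0% of those tested). The gefitinib effect was more positive in PC9M2 than in PC9 for 2260 of them and more negative for 2247. The difference was at least 2-fold for 470 genes, and this requirement moved the count most. The paper's t-test gave 4503 genes after Benjamini-Hochberg adjustment, 5715 at an unadjusted p under the threshold and 5633 with Storey's q-values. The median lag-1 autocorrelation of these differences was 0.11. The camera test was also applied to the gene lists for the gefitinib effect. For the 10 genes induced by ERK signaling, the median gefitinib effect was -2.94 in PC9 (adjusted p = 1.46e-07) and -1.05 in PC9M2 (adjusted p = 0.000216). The difference between the lines was 1.88 (adjusted p = 4.56e-10), with 10 of 10 genes falling less in PC9M2. Of these, 9 were called over all genes and 9 adjusted over the list alone. With an estimated correlation, the effect in PC9 passed the threshold (adjusted p = 0.0255), and the effect in PC9M2 (adjusted p = 0.172) and the difference (adjusted p = 0.068) did not. Fry, which does not compare a list with the other genes, called all of these comparisons. At 0 h the median effect on the list was -1.59 in PC9 and -1.13 in PC9M2, and at 2 h it was -2.36 and -2.39. At 12 h it was -3.60 in PC9 and -1.15 in PC9M2, and at 24 h it was -3.34 and -0.78.

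**Figure D4:**
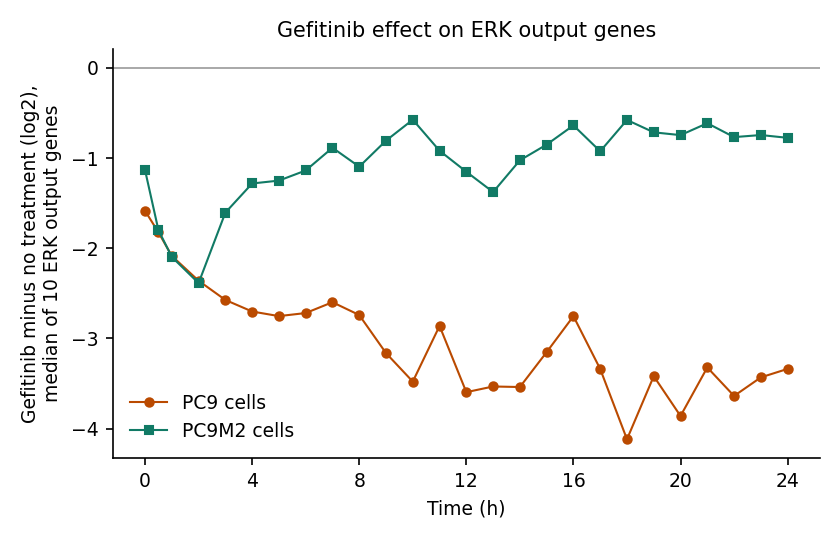
Median gefitinib effect (log2, gefitinib minus no treatment) on the 10 genes induced by ERK signaling against time (h) in PC9 and PC9M2 cells. The lines are alike at 2 h (-2.36 and -2.39) and apart at 24 h (-3.34 and -0.78).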

Controlling the false discovery rate at a *q*-value < 0.05, we obtained a set *G*_5_ of 6,421 genes that responded differently to gefitinib treatment across the cell types. The intersection of the five gene sets, *G*_1_, *G*_2_, *G*_3_, *G*_4_, *G*_5_, then resulted in 1,696 statistically significant genes that consisted of a set *G*.

Finally, we investigated enrichment of Gene Ontology (GO) terms in the gene set *G*. An overrepresentation test based on hypergeometric distribution^46^ was performed on each GO term that appeared at the fourth level of the directed acyclic graph in the class of ‘*biological process*’. This analysis detected strong enrichment of signals of the Wnt/β-catenin pathway, as the term GO:0016055 ‘Wnt receptor signaling pathway’ was ranked 9th (P = 0.003) in the list of 1,656 fourth-level ontology terms that were arranged according to increasing order of the *p*-values (Supplementary Table 2). Microarray data are available at the Gene Expression Omnibus website (www.ncbi.nlm.nih.gov/geo) under the accession number GSE34228.

### Western blotting

Cells were lysed in a lysis buffer (20 mM HEPES-NaOH (pH 7.5), 3 mM MgCl_2_, 100 mM NaCl, 1 mM DTT, 1 mM Na_3_VO_4_, protease inhibitor cocktail, phosphatase inhibitor-cocktail and 0.5% NP-40). Protein expression levels of EGFR, HER2 and HER3 were examined by immunoblotting using anti-EGFR (MBL), anti-HER2 (Cell Signaling Technology, Beverly, MA), anti-HER3 (Millipore), anti-phospho-EGFR (Cell Signaling Technology) and anti-phospho-HER2 (Cell Signaling Technology) antibodies respectively and anti-β-actin antibody (Millipore) as a loading control. Total and phosphorylated GSK3α were detected using anti-GSK3α (Cell Signaling Technology) and anti-phospho GSK3α (Ser21) (Cell Signaling Technology) antibodies at a 1:1000 dilution. Nuclear and cytosolic fractions were prepared as follows. Cells were treated with or without 1 μM gefitinib for 1 hour and were lysed in buffer A (10 mM HEPES-KOH (pH 7.8), 10 mM KCl, 0.1 mM EDTA, 0.1% NP-40, 1 mM DTT, 0.5 mM PMSF and protease inhibitor cocktail (Nacalai Tesque, Japan)). Cell lysate was centrifuged at 2,000 × *g* for 2 min at 4 °C. The pellets were resuspended in buffer C (50 mM HEPES-KOH (pH 7.8), 420 mM KCl, 0.1 mM EDTA, 5 mM MgCl_2_, 2% glycerol, 1 mM DTT, 0.5 mM PMSF and protease inhibitor cocktail) and rotated at 4 °C for 30 min. Nuclear extracts were prepared by centrifugation at 15,000 × *g* for 15 min at 4 °C. The expression of β-catenin in nuclear or cytosolic fractions was detected by immunoblotting using an anti-β-catenin (Cell Signaling Technology) and anti-HistonH3 (Cell Signaling Technology #4499) antibodies and horseradish peroxidase-conjugated secondary antibodies specific to mouse or rabbit IgG (BD bioscience). Signals were detected by Immobilon (Merck Millipore).

### RNA interference

The β-catenin siRNA and control siRNA were purchased from Cell Signaling technology PC9 or PC9M2 cells (2.5 × 10^4^ cells) were plated in a 12-Fwell plate and transfected with 50 nM siRNA using Lipofectamine® RNAiMAX Transfection Reagent according to the manufacturer’s protocol. At 72 h after transfection, cells were analyzed as described in the text.

### Cell viability assay

PC9 cells or PC9M2 cells were plated onto 96-well plate. Cells were treated with gefitinib and/or ICG-001 at the indicated concentrations. After 72 hrs treatment, the cell viability was measured using CellTiter 96 AQuesou One Solution Cell Proliferation Assay (Promega, USA).

### Mouse xenograft studies and immunohistochemical analysis

PC9 cells or PC9M2 cells were injected subcutaneously into the flanks of 6-weeks-old female SCID mice (5 × 10^6^ cells/mouse) (N = 6). From 6 days after injection, gefitinib (10 mg/kg/day) or vehicle was administrated orally everyday. After 2 ~ 3 weeks, the tumor was resected and immunohistochemically analyzed. Tumor volume was measured 3 times a week using the following formula: *V* = 1/2(*L* × *W*^2^), where *L* equals length and *W* equals width. Tumors were fixed in formalin, embedded in paraffin and then stained with hematoxylin-eosin (HE). Tissue sections were deparaffinized in xylene, rehydrated in graded ethanol and subjected to antigen retrieval. Immunohistochemistry was performed using the β-catenin antibody (Code M3539: Dako, Glostrup, Denmark) at a 1:1000 dilution and signal was detected using EnVision (DAKO ChemMate). All experiments were performed in accordance with the protocols approved by the Institutional Animal Care and Use Committee at Institute of Medical Science, University of Tokyo and Kanazawa University.

### Analysis of human lung cancer tissues

Thirty-two tumor specimens with EGFR mutations were obtained from NSCLC patients, all of whom provided written informed consent, at Kanazawa University, Osaka City University, Tokushima University Hospital, Osaka Medical Center for Cardiovascular Diseases and the National Cancer Center Hospital in Japan. This study was approved by the Institutional Review Board of Institute of Medical Science, University of Tokyo, Kanazawa University, Tokyo Medical University, Osaka City University, National Cancer Center Hospital, Osaka Medical Center for Cancer and Cardiovascular Diseases, Institute of Health Bioscience and Hokkaido University. The study was carried out in accordance with the guidelines of the Medical Ethics committees of Institute of Medical Science, University of Tokyo and Kanazawa University. Informed consent was obtained from all subjects.

Patient characteristics are shown in Supplementary Table 1. *EGFR* exon 19 deletion and EGFR L858R or G719X point mutations were detected in these tumors. Gefitinib and erlotinib were given as the first EGFR-TKI to 23 and 9 patients, respectively.

Immunohistochemical staining for β-catenin was conducted on formalin-fixed, paraffin-embedded tissue sections (4 μm thick) of tumor specimens with microwave antigen retrieval in 0.01 M citrate buffer (pH 6.0). Mouse monoclonal antibody against β-catenin at 1:200 dilution was used as the primary antibody and EnVision/HRP Polymer Reagent and DAB (3, 3′-diaminobenzidine tetrahydrochloride) Liquid (Dako) were used for detection.

### Statistical analysis

Data in the graphs are represented as means ± standard deviation (S.D.). Statistical significance was assessed using Student’s *t*-test according to the variance between the two samples. Statistically significant differences are indicated with an asterisk (P < 0.05), double asterisks (P < 0.01) or with triple asterisks (P < 0.001) in the figures. We used Barnard’s test for analysis of the contingency table^47^,^48^.

## Additional Information

**How to cite this article**: Nakata, A. *et al.* Elevated β-catenin pathway as a novel target for patients with resistance to EGF receptor targeting drugs. *Sci. Rep.* **5**, 13076; doi: 10.1038/srep13076 (2015).

## Supplementary Material

Supplementary Information

## Figures and Tables

**Figure 1:**
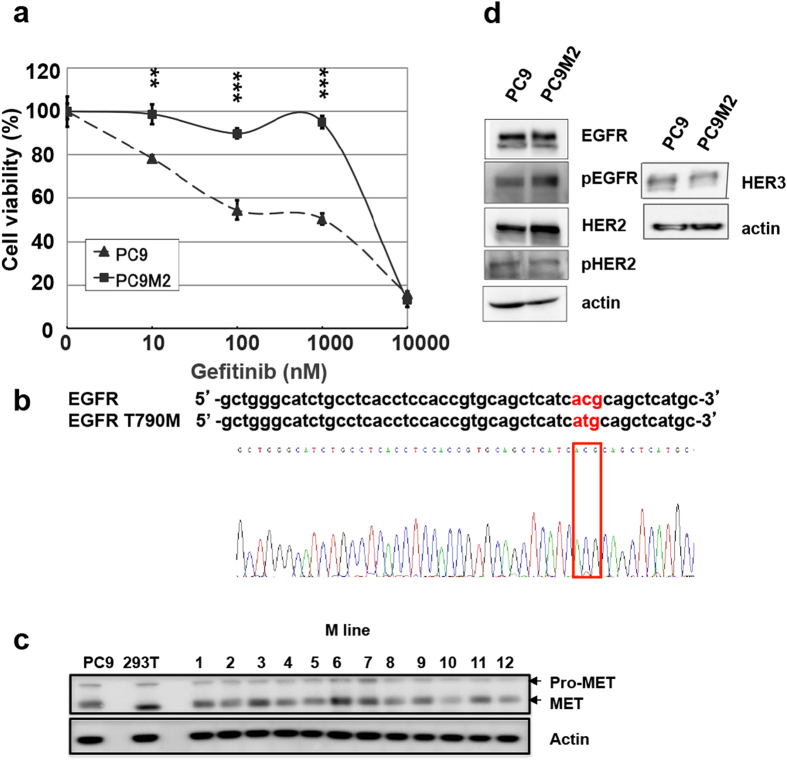
Establishment of gefitinib-resistant PC9M2 cells from PC9 cells. (**a**) Parental PC9 cells and PC9M2 cells were grown for 72 h in RPMI1640 with or without gefitinib at the indicated concentrations. Cell viability was measured using the MTT assay. The data are represented as mean ± SD, N = 4. ^**^P < 0.01 and ^***^P < 0.001. (**b**) DNA sequencing analysis to check for the presence of a secondary mutation in the EGFR in PC9M2 cells. (**c**) Western blotting of **c**ell lysates from parental PC9, from the M line of PC9 gefitinib-resistant clones including PC9M2 and from HEK293T cells, probed with anti-MET and anti-actin (loading control) antibodies. Pro-MET, precursor of MET. These cropped blots used in this figure were run under the same experimental conditions. (**d**) Western blotting of lysates of PC9 and PC9M2 cells, which were prepared from cells in the steady state, using anti-EGFR, anti-HER2, anti-HER3 and actin (loading control) antibodies. Experiments were performed at least three times and representative results were presented.

**Figure 2:**
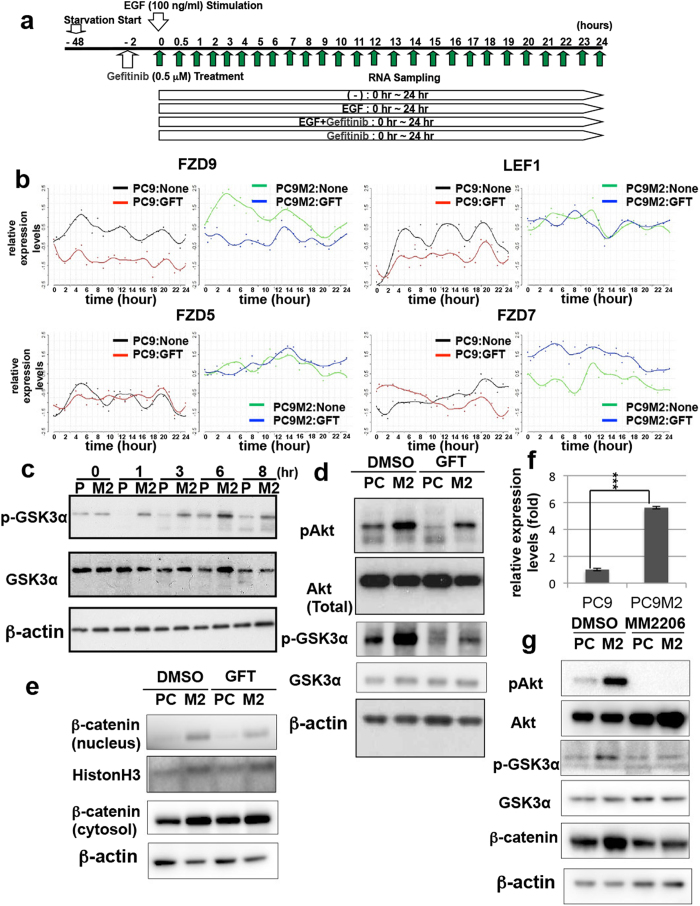
Wnt/β-catenin pathway-related genes are upregulated in PC9M2 cells. (**a**) Time course of mRNA sampling for DNA microarray analysis. PC9 and PC9M2 cells were starved for 48 h, then treated with or without gefitinib and cultured in the presence or absence of EGF. mRNA was extracted at the indicated times. (**b**) The mRNA expressions levels of the Wnt/β-catenin pathway related genes *FZD5*, *7* and *9* and *LEF* of the cells in (**a**) were plotted using DNA microarray data. None/GFT; −/+ gefitinib respectively. (**c**,**d**) Western blotting of lysates of PC9 (P) and PC9M2 (M2) cells that were treated with gefitinib (GFT) at 1 μM for the indicated times (**c**) and at 0.5 μM for 1 hr (**d**). Treatment with DMSO is a control. Blots were probed with phospho-GSK3α, GSKα, β-actin (loading control), phospho-Akt and Akt antibodies. (**e**) Western blotting of β-catenin in the nucleus and cytosol/membrane fraction of PC9 (PC) or PC9M2 (M2) cells treated with gefitinib (GFT) at 1 μM or control DMSO for 1 hr. (**f**) The expression levels of *Axin2* mRNA in PC9 and PC9M2 cells at the steady state, as measured using quantitative real-time (qRT)-PCR. The data are represented as mean ± SD, N = 4. ^***^P < 0.001 (*P* = 4.89^e–6^). (**g**) Western blotting of lysates of PC9 and PC9M2 cells that were treated with MM2206 at 10 μM for 5 hr. Blots were probed with phospho-Akt, Akt, phosphor-GSK3α, GSK3α, β-catenin and actin (loading control). (**c**–**e** and **g**) Experiments were perform**e**d at least three times and representative results were presented. These blots used in this figure were run under the same experimental conditions. Different pieces of the same protein blots or same samples with same conditions of electrophoresis and electrotransfer were used and presented.

**Figure 3:**
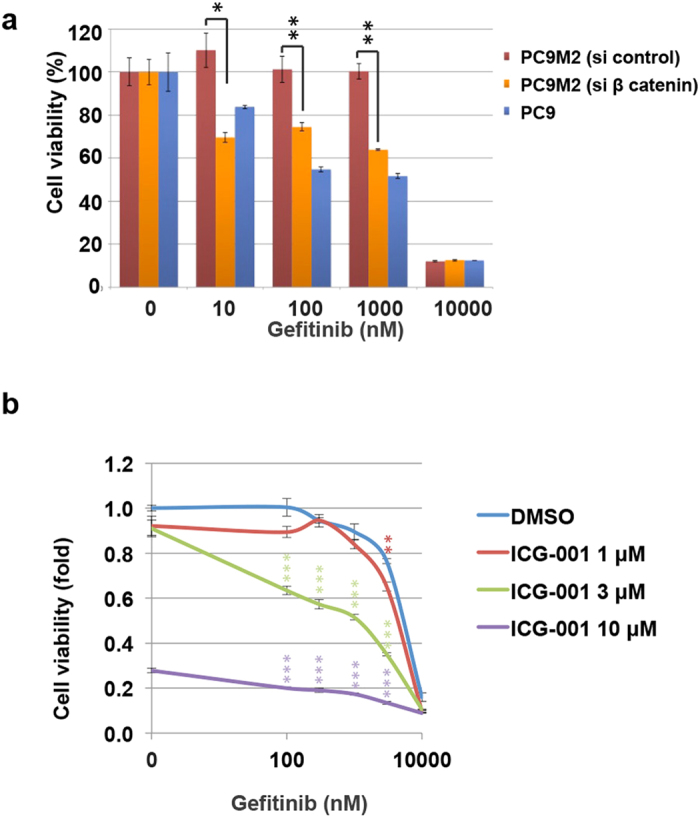
Down-regulation of β-catenin restores gefitinib sensitivity to gefitinib-resistant PC9M2 cells. (**a**) PC9M2 cells were transfected with β-catenin siRNA or control siRNA and these cells, or control PC9 cells, were treated with the indicated concentration of gefitinib for 72 h. Cell viability was determined using the MTT assay (N = 3). (**b**) PC9M2 cells were treated with the indicated concentration of ICG-001, or with control DMSO, in the presence or absence of gefitinib for 72 h. Cell viability was determined using the MTT assay (N = 3). The experiments were performed three times and the representative results were presented. The data are represented as mean ± SD. ^*^P < 0.05, ^**^P < 0.01 and ^***^P <^ ^0.01.

**Figure 4:**
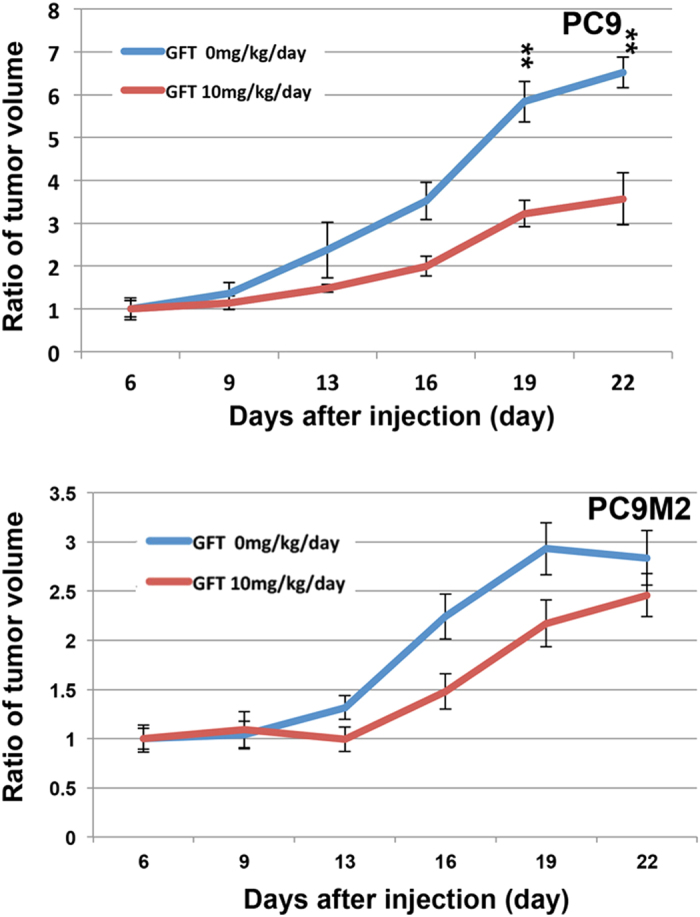
PC9M2 cells are resistant to gefitinib *in vivo*. PC9 cells (upper graph) or PC9M2 cells (lower graph) were injected into the flanks of SCID mice. Oral administration of gefitinib (0 or 10 mg/kg/day) was started at 6 days after injection. Data were represented as mean ± SD (N = 6). ^**^P < 0.01.

**Figure 5:**
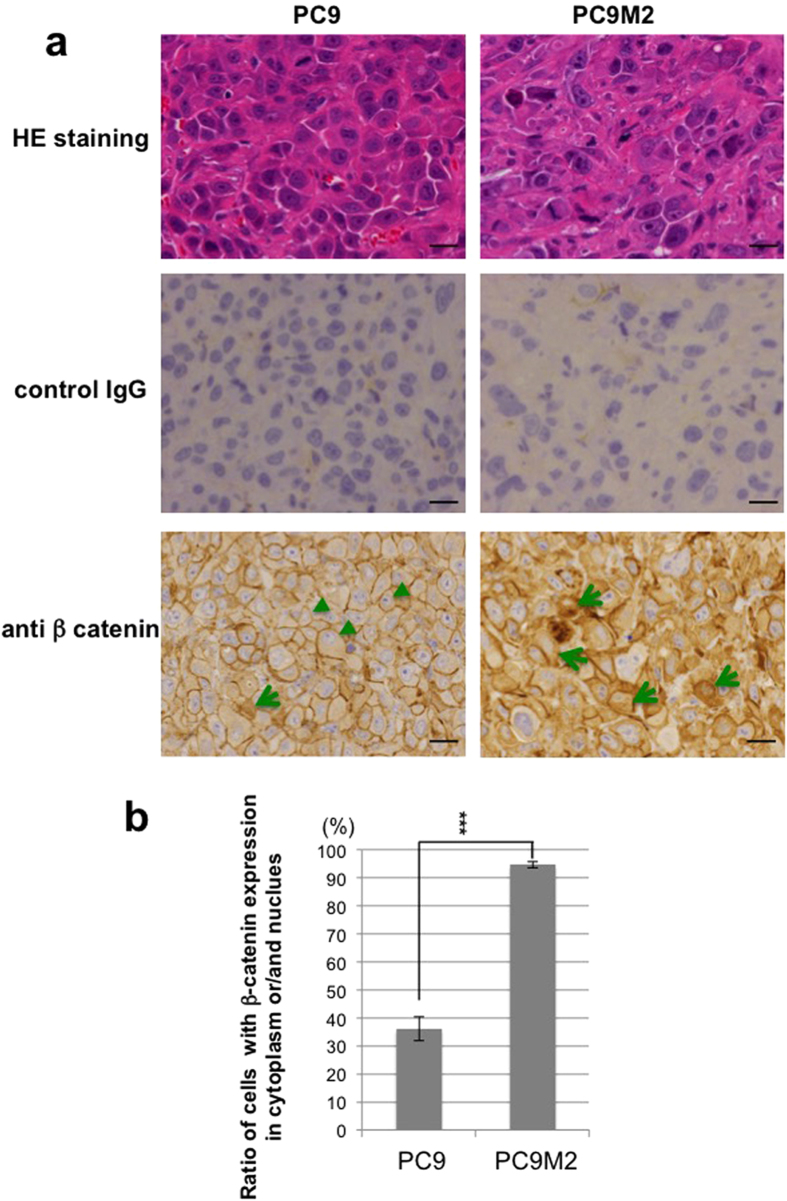
β-catenin activity may be associated with tumor sensitivity to gefitinib *in vivo*. (**a**) Parental PC9 or gefitinib resistant PC9M2 cells were injected into the flanks of SCID mice. The tumors derived from each cell type were harvested 21 days after cell injection. HE staining and immunohistochemical analysis of β-catenin expression and control IgG in representative tumors are shown. Scale bar = 20 μm. Cells with cytoplasm/nucleus staining (arrows) and cells with only plasma membrane staining (arrowheads) are indicated. (**b**) Cells with cytoplasm/nucleus staining were counted and the ratio in the overall cell count was calculated (N = 300). The data are represented as mean ± SD. ^***^P < 0.001 (*P* = 0.00014).

**Figure 6:**
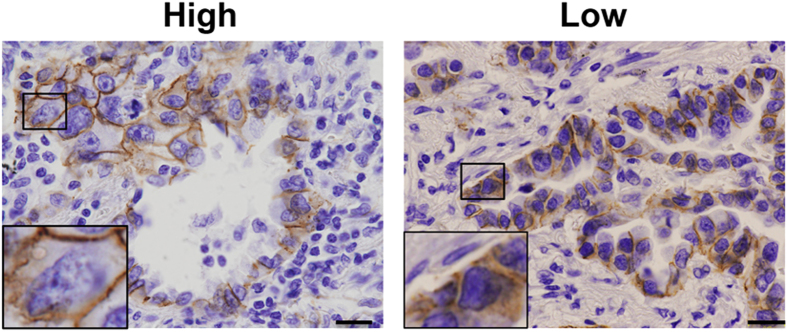
β-catenin expression pattern in EGFR mutant lung cancer patient tissues. The tumors derived from patients who harbored EGFR mutation and treated with EGFR-TKIs were stained using β-catenin antibody. The patients were categorized into three groups (“Negative”, “High” and “Low”) according to the population of the cells expressed membrane-localized β-catenin. The patients whose tumor contained more than 40% cells where β-catenin was stained in the plasma membrane were categorized into “High”, whereas the patients whose tumor contained less than 40% cells were categorized into “Low”. Representative images of tissues with “High” and “Low” categories. Scale bar = 20 μm. The insets are higher-magnification images of the circled areas. The inset in the left panel shows cells with plasma membrane staining. The inset in the right panel shows cells with very faint or no plasma membrane staining.

**Table 1:** Clinical relevance of β-catenin expression pattern to EGFR-TKI efficiency.

Response to EGFR-TKI	% of β-catenin positive tumor cells with homogenous plasma membrane staining	
	Low: 0–40%	High: 50–100%
Partial response	4/8 (25%)	6/8 (75%)
No response	14/21 (67.7%)	7/21 (33.3%)

# Supplementary material for: Elevated β-catenin pathway as a novel target for patients with resistance to EGF receptor targeting drugs
**Source:** Sci Rep. 2015 Aug 13;5:13076. doi: 10.1038/srep13076
**Supplement:** Supplementary Information

## **Elevated $\beta$ -catenin pathway as a novel target for patients with resistance to EGF receptor targeting drugs**

Asuka Nakata<sup>1,2</sup>, Ryo Yoshida<sup>3</sup>, Rui Yamaguchi<sup>4</sup>, Mai Yamauchi<sup>2</sup>, Yoshinori Tamada<sup>5</sup>, Andre Fujita<sup>5</sup>, Teppei Shimamura<sup>5</sup>, Seiya Imoto<sup>5</sup>, Tomoyuki Higuchi<sup>3</sup>, Masaharu Nomura<sup>6</sup>, Tatsuo Kimura<sup>7</sup>, Hiroshi Nokihara<sup>8</sup>, Masahiko Higashiyama<sup>9</sup>, Kazuya Kondoh<sup>10</sup>, Hiroshi Nishihara<sup>11</sup>, Arinobu Tojo<sup>2</sup>, Seiji Yano<sup>12</sup>, Satoru Miyano<sup>4,5</sup>, Noriko Gotoh\*<sup>1,2</sup>

# Figure S1

**Negative  
 $\beta$ -catenin  
staining**

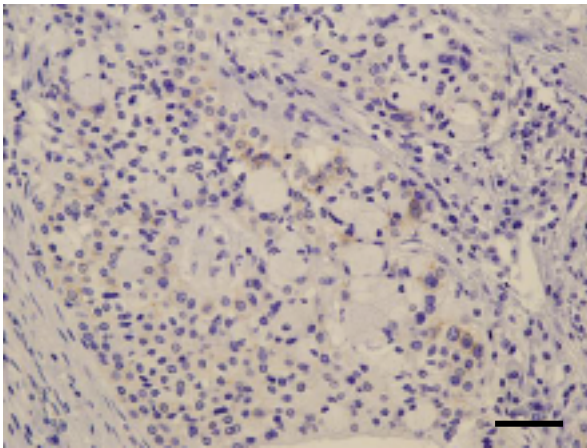

**Figure S1**  
A representative image of negative  $\beta$ -catenin staining. Scale bar = 100  $\mu$ m.

Figure S2

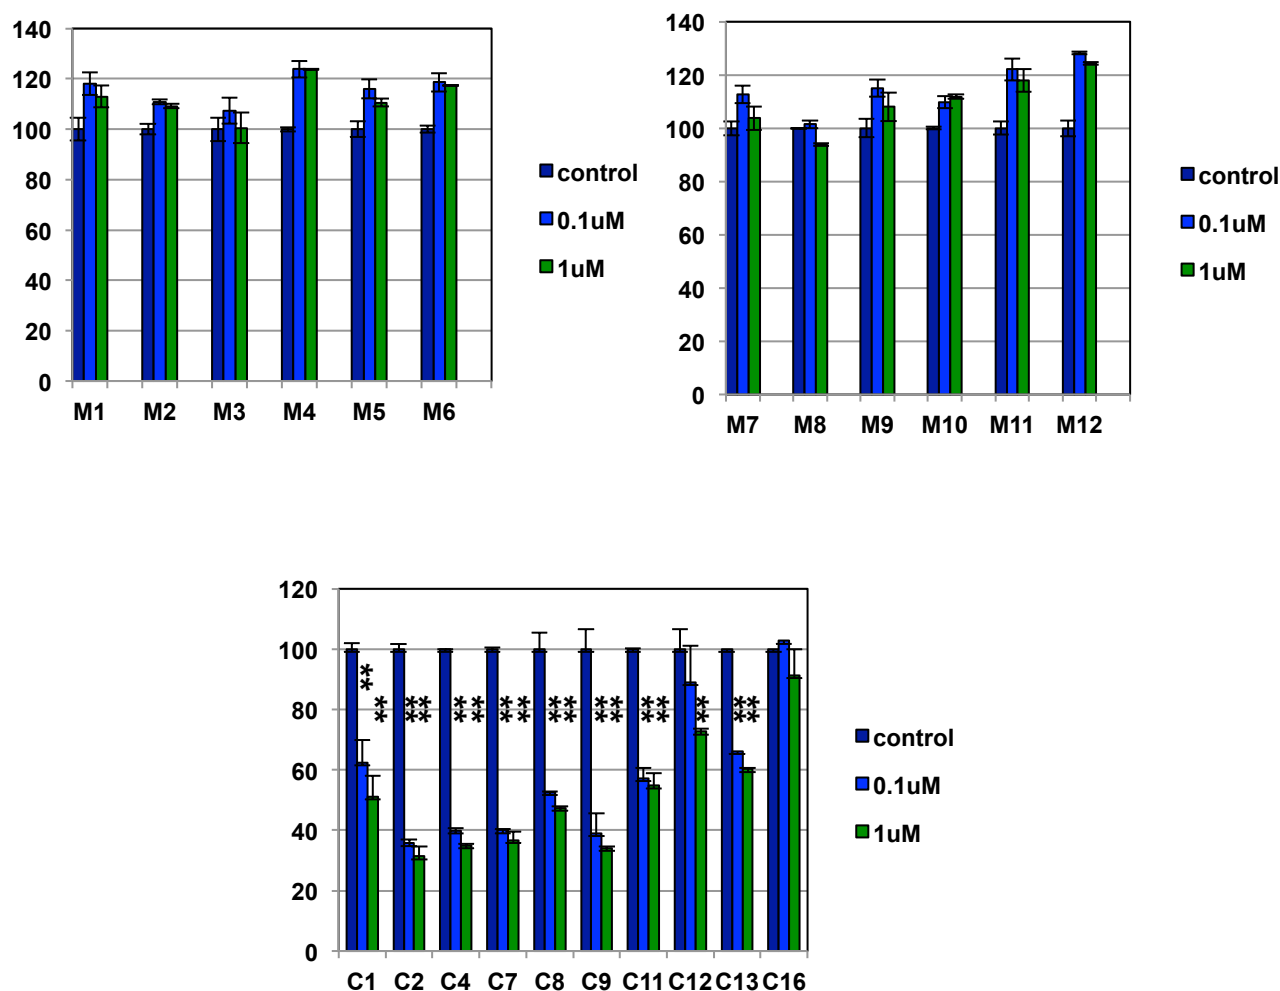

**Figure S2**  
PC9M line cells are resistant to gefitinib in vitro. Cells were cultured under the treatment with or without gefitinib (0, 0.1 $\mu$ M and 1 $\mu$ M) for 7 days. Cell growth rates were analyzed by MTT assay. Data were represented as mean  $\pm$  SD (N = 4). \*\*,  $P < 0.01$ . PC9M line cells are indicated as M1-12 and PC9C line cells are indicated as C1-16.

## Figure S3

**PC9**

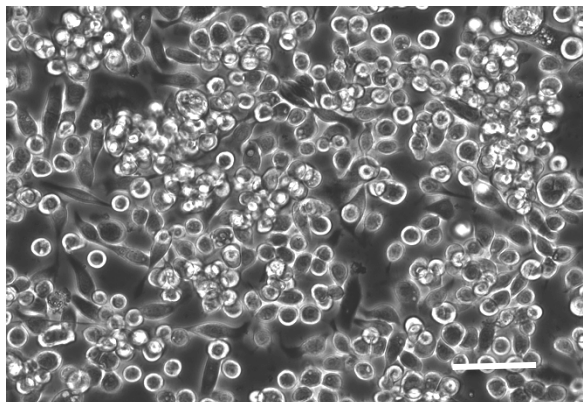

**PC9M2**

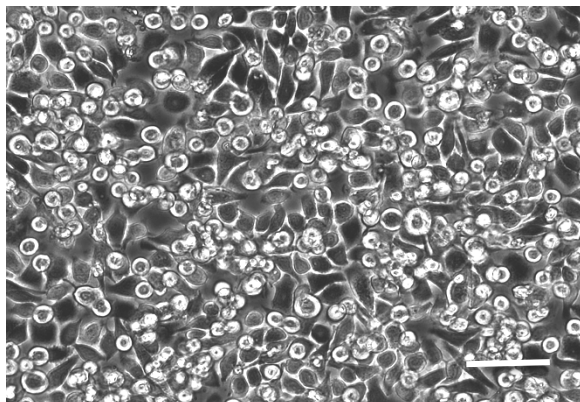

### **Figure S3**

Morphology of PC9 cells and PC9M2 cells. PC9 cells and PC9M2 cells showed similar morphology with a mixture of attached cells and floating cells. Scale bar, 50 $\mu$ m.

Figure S4

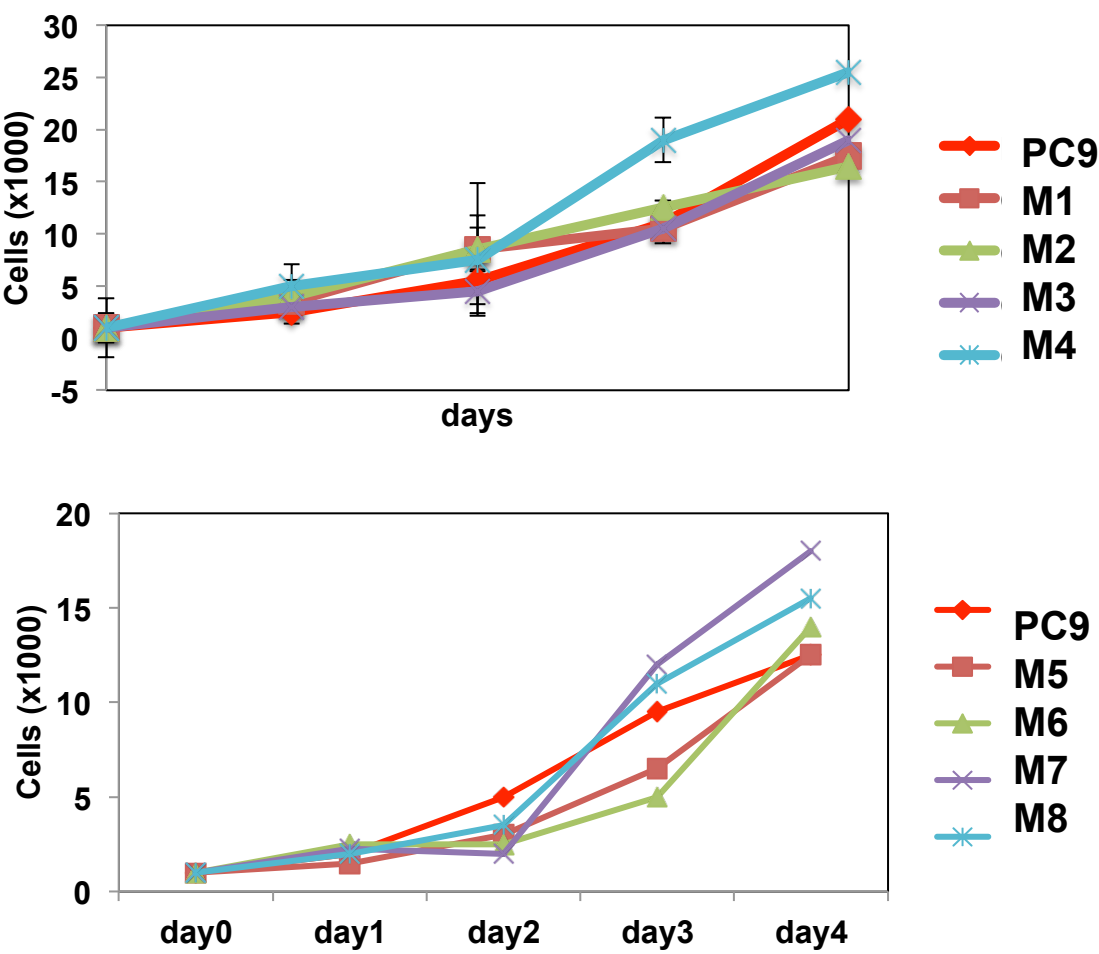

**Figure S4**  
Growth curves of PC9 and PC9M lines. Cell growth rates were counted at each day. Data were represented as mean  $\pm$  SD (N = 4). PC9M lines are indicated as M1-8.

Supplementary Table 1

Clinicopathological characteristics of the lung cancer patients

|                      |                        |       |
|----------------------|------------------------|-------|
| Number of patients   |                        | 29    |
| Age                  | Median                 | 62    |
|                      | Range                  | 38-86 |
| Gender               | Male                   | 12    |
|                      | Female                 | 17    |
| Smoking hstory       | Former/current smoker  | 10    |
|                      | Never smoker           | 19    |
| Histological type    | Adeno                  | 27    |
|                      | Squamous               | 1     |
|                      | Undifferentiated NSCLC | 1     |
| EGFR mutation status | Exon 19 deletion       | 10    |
|                      | L858R                  | 15    |
|                      | Exon 19 deletion+L858R | 1     |
|                      | G719X                  | 3     |
| EGFR-TKI treatment   | Gefitinib              | 20    |
|                      | Erlotinib              | 9     |
| Response to EGFR-TKI | Partial Response       | 8     |
|                      | No Response            | 21    |

Supplementary Table 2

Gene Ontology (GO) analysis of the 1,696 genes whose expression levels were significantly elevated in PC9M2 cells

| Rank | GO term    | Pvalue      | Number of genes | Term in 'biological process'                              |
|------|------------|-------------|-----------------|-----------------------------------------------------------|
| 1    | GO:0070254 | 0.000457064 | 5               | mucus secretion                                           |
| 2    | GO:0035987 | 0.000497205 | 16              | endodermal cell differentiation                           |
| 3    | GO:0045444 | 0.000788908 | 114             | fat cell differentiation                                  |
| 4    | GO:0046325 | 0.002712138 | 7               | negative regulation of glucose import                     |
| 5    | GO:0042384 | 0.002726353 | 62              | cilium assembly                                           |
| 6    | GO:0001706 | 0.002938474 | 26              | endoderm formation                                        |
| 7    | GO:0046627 | 0.003232355 | 21              | negative regulation of insulin receptor signaling pathway |
| 8    | GO:0048854 | 0.003232355 | 21              | brain morphogenesis                                       |
| 9    | GO:0016055 | 0.0035145   | 259             | Wnt receptor signaling pathway                            |

How the deposited data were processed for this re-analysis (not part of the article)

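The data are 208 one-colour arrays (Agilent 44K whole human genome, Cy3) of the gefitinib-sensitive lung adenocarcinoma line PC9 and the resistant line PC9M2. RNA was taken after 48 h of starvation at 26 time points from 0 to 24 h, under no treatment, 0.5 μM gefitinib from -2 h, 100 ng/ml EGF from 0 h, or both. The sample labels give the resistant line and the drug under other names, which were matched to the paper through the time points, doses and treatments. Each of the 8 time courses has 1 array per time point, so that the time points stood in for replicates.

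The authors deposited, for each array, signal intensities in scanner units as the scanner software wrote them, after subtraction of the local background and spatial detrending and without normalization between arrays. The file headers name version 10.5.1.1 of that software, which is later than the version the paper's methods name. The authors also deposited a table of intensities of the same arrays. Comparison with the scanner values showed that it holds intensities that they quantile normalized over all arrays and all 45015 features, control spots included. The later steps of the paper's methods, which replace outlying points by a spline and filter genes by a customized test, are not in the deposited intensities, and the paper's text gives neither the degree of freedom nor the thresholds of these steps. The flags for outlying, saturated and well-above-background spots are those of the scanner software.

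From the deposited intensities, log2 values were computed here after quantile normalization over all arrays and a floor of 1. Spots flagged as outliers were removed (0.0793% of the tested values) and spots of a probe were averaged. Of 41000 probes, 24794 were matched to a symbol through their RefSeq accession and 16206 were not and were left out. The table of symbols belongs to a later genome assembly than the array files, so no coordinates are given and it served only for names, chromosomes and the order of neighbouring genes. Of the 16961 genes with a probe, 6040 had over 1 probe, and the probe with the largest variance was used, as the methods state. A gene was tested when this probe was well above background on at least 13 of the 26 arrays of a time course, which left out 3698 genes and kept 13263. Per array, between 24464 and 35938 features were well above background, with a median of 29879. On the PC9 arrays 183 to 1616 features were saturated, and on the PC9M2 arrays 0. All 208 arrays were within the quality range of the scanner software and none was left out.

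The lines were compared at matched time points under each treatment with a one-sided test for higher expression in PC9M2, and the treatments, the difference of the gefitinib effects between the lines and the gene lists with two-sided tests. All used limma's moderated test with Benjamini-Hochberg adjustment over the tested genes at 0.05. Change over time was tested with limma's F-test of a natural cubic spline with 4 degrees of freedom. The share of variance of each factor is its sum of squares in the balanced design over all tested genes. Membership of the Wnt list in the set of elevated genes was tested with Fisher's exact test. The list was written by hand, since the genes of the GO term were not analysed here. It has 97 genes, of which 73 were tested. A list of β-catenin targets (15 of 20 genes tested) shares 9 listed genes with the Wnt list. Another holds genes induced by ERK signaling (10 of 10), of which a member is shared with the β-catenin targets. The rest hold proliferation genes (24 of 25), mesenchymal genes (13 of 20) and epithelial genes (20 of 20). The lists were tested with limma's camera at a correlation of 0.01, and with fry and an estimated correlation as alternatives. Beside each comparison, 100 regroupings, the real one included, exchanged the lines or treatments at random time points or permuted the time points.

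The genes named in the text are taken from those the paper names, not all of which are reported here, members of lists where a list is discussed, and genes chosen by rank. These are the 5 elevated genes with the largest mean difference among those higher in PC9M2 at every time point, the 3 largest rises and falls with gefitinib in each line among genes changed alike at all 26 time points, and the 2 largest rises and falls with EGF among genes changed alike at 20 or more of the 25 time points after 0 h. The comparisons, tests, lists, this rule and the alternatives were set before the data were examined, apart from 3 alternatives and a few tests that the text marks as chosen later.

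The alternatives were scaling to the 75th percentile of each array, normexp background correction (offset 50), the deposited table of normalized intensities, the probe with the highest mean, the mean of all probes, no filter on dim genes, a filter for all 26 arrays, replacement of outlying points by a spline, a floor of 16, the t-test of the paper's methods, Storey's q-values, unpaired courses, time points 3 h apart, a variance inflated for autocorrelation, the first and the last 13 time points, each time point left out in turn, a required difference of 1 log2 unit, scan day as a random block, splines with 3 and 6 degrees of freedom, and the other gene set tests. The mean signal is not in the deposited intensities, so normexp used the median signal. In comparisons between the lines, the scan-day block took the place of the pairing by time point, so changes under it may come from either. The slide is already a block of the comparisons between treatments, because each slide holds the 4 treatments of a line at a time point.

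The scripts' steps were tested on simulated data with 13263 genes. The size of the noise was taken from the differences between EGF and no treatment in PC9, whose arrays share a slide. It leaves out differences between slides and scan days, so the rates below need not hold for comparisons across slides, such as that of the lines. For the comparison of the untreated lines, with independent noise and 200 genes changed by 0.5 on the log2 scale, 94% of them were recovered and 4.57% of the calls were false. With 200 genes changed by 0.3 and autocorrelated noise (0.37), 273 calls or 63.0% were false, so that counts from autocorrelated differences include false calls beyond the nominal rate. The tests of change over time were affected more, with 1885 false calls (92.3%) in PC9 and 2054 (93.0%) in PC9M2 under the same noise. Versions were R 4.3.3, limma 3.58.1, data.table 1.17.8, Python 3.11.15 and matplotlib 3.10.9.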

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

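The tests of chance for the number of genes that meet all conditions and for the list of ERK-induced genes, and the spread of the spike-in probes in range, were chosen only after the results were seen.

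The response to gefitinib differed between PC9 and PC9M2 for 4507 genes, a difference that was tested directly. Of 100 assignments of the lines at random time points, 1 gave as many genes, the real one, and the largest count of the others was 2423, so chance assignment of single time points can be excluded. The gefitinib effect is taken within slides, and a shift that a scan period gives to all treatments alike is not part of it. Under scaling to the 75th percentile, which uses no quantile normalization, the count was 4315. With unpaired courses it was 2025, and with scan day as a random block 2022. The scan-day block also drops the pairing of the lines by time point, so its count does not isolate the scan day. A difference in gain between the scan periods was not tested and stays open. Each condition was followed in 1 time course, so a difference between the cultures cannot be excluded either, and the resistance of PC9M2 stays among the open explanations.

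The 10 genes induced by ERK signaling fell less with gefitinib in PC9M2, with a median difference of the effects of 1.88. A compression by quantile normalization would shrink the difference under scaling to the 75th percentile, and there it was 1.83. A limit set by the background would make the measured fall in PC9 smaller, whereas it was the larger of the falls, so the background in PC9 cannot give the difference. Over the 6 members well above background on all arrays the difference was 1.42, a choice that leaves out members with strong falls and is not used as a test. Of 100 assignments of the lines at random time points, 1 gave a difference as far from 0, the real one, though these assignments treat the time points as independent. The median effect in the lines was alike at 0.5 h (-1.82 in PC9 and -1.80 in PC9M2) and at 2 h (-2.36 and -2.39), and at 18 h it was -4.12 and -0.58. A candidate explanation is a return of ERK output in PC9M2 cells during treatment. It is a hypothesis from the same data, and under a correlation estimated from the data the list did not pass the threshold (adjusted p = 0.068).

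Among 42 named genes, 28 had a gefitinib effect that differed between the lines. It was more positive in PC9M2 for 19 and more negative for 9. The difference was 0.55 for FZD5, 0.84 for FZD7, 0.35 for AXIN1, 0.33 for EGFR and -0.87 for ERBB2. Among the genes elevated most in PC9M2 it was 0.34 for PNPLA4, 0.22 for CALB1, 0.36 for VCX2, 0.68 for SLCO1B3 and 0.35 for MAGEA9. Among those with the largest gefitinib effects it was -3.82 for RADIL, -2.55 for KCNJ13, -0.96 for CCN5, 4.64 for DUSP6, 3.38 for SPRY4, 3.69 for ETV5, 0.23 for TNFSF10, 0.40 for BMF, -0.98 for CSF2, 1.04 for CD274 and 1.58 for FOSL1. These genes were chosen for a large change in 1 line, and the share of selection in the differences was not tested. CD274 and FOSL1, chosen for their fall in PC9M2, fell more in PC9. Without treatment, RADIL was well above background on 8 PC9 and 1 PC9M2 arrays of 26, KCNJ13 on 5 and 1, and CCN5 on 2 and 4, so the rise in both lines is limited by the background and the size of their difference is not determined. Among the EGF genes it was 0.73 for LPAR6, -1.47 for CYP4Z1, -0.49 for CXCL10, 1.63 for DCLK1 and 0.81 for ADCY5, of which LPAR6, CYP4Z1 and ADCY5 were mostly not well above background in the untreated courses. It was -0.81 for SYNPO2L and -0.55 for SUSD2, which are named below. With gefitinib, ETV5 was well above background on 11, FOSL1 on 10, CD274 on 11, SLCO1B3 on 7, DCLK1 on 7 and CSF2 on 5 of the 26 PC9 arrays, so their effect in PC9 was measured near background. CSF2 was so on 4 of the 26 PC9M2 arrays with gefitinib, so its fall was limited by the background in both lines. Time points 3 h apart kept the call of 12 of the 28 genes and lost that of 16. The first 13 time points kept 13, lost 12 and reversed 3, scan day as a random block kept 16 and lost 12, and the unpaired courses kept 19 and lost 9. Under scaling to the 75th percentile 22 kept their call and 6 lost it without a change of direction. Normexp background correction gave CALB1 (-0.12) and SLCO1B3 (-0.80) the opposite sign, so that a background effect remains a possible explanation for these genes. No biological reading was tested for single genes.

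The paper examined genes higher in PC9M2, and 3380 genes were lower under all 4 treatments by the one-sided test in the other direction. Of these, 656 were at least 2-fold lower under every treatment, 272 were lower at all 26 time points under all treatments, and 976 had a gefitinib response that differed between the lines. The lowest were singled out after their values were seen. SYNPO2L was lower in PC9M2 at all 26 time points under each treatment. It was well above background on 2 of the 26 PC9M2 arrays without treatment and on 3 with gefitinib, so the size of its difference, and of its difference of gefitinib effects above, is not determined. SUSD2 differed by -4.45 and -5.00. KCNS1 was not well above background on any PC9M2 array with gefitinib, where it was at least 7.72-fold lower than in PC9. This bound sets the mean in PC9 against, on each PC9M2 array, the higher of the gene's own value and the lowest signal among probes well above background.

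For the differences between the lines, 1 of 100 assignments gave as many genes as the real one for each of no treatment, gefitinib, EGF and both, and 1 of 100 for the genes that meet all conditions, which excludes a chance assignment of single time points. These assignments treat the time points as independent, and the line differences are autocorrelated, so a drift of the single course of each line is not excluded. The largest counts of the other assignments were 2815, 3366, 3236, 3125 and 293 genes. Saturation on the PC9 arrays would raise bright genes in PC9M2 relative to PC9. It affected 28 of the 1098 elevated genes (2.55%), so it cannot account for most of them, and it acts against the genes lower in PC9M2. The scan period stays open. The 10 spike-in probes, which carry no RNA of the cells, differed between the lines with a spread of 0.803 times that of the genes. This value decides nothing, since the other 6 were near background or saturated on some arrays, which compresses their differences. The 4 spike-in probes in range on all arrays were higher on the PC9M2 arrays by 1.54 to 1.95, with a spread of 0.250 times that of the genes. A common shift of spike-ins may arise from the amount of RNA labelled, and it does not order the genes. No slide or scan day holds both lines, so the line and the scan period cannot be told apart, and the acquired resistance stays among the open explanations.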

How the results depend on the processing

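The alternatives that keep accessions without a symbol, leave out saturated probes, and use scan day as a random block for the change over time were chosen after seeing the data. The signal over background limits the dim genes, and 3698 genes were left out for it. Leaving out each time point in turn gave 1007 to 1123 genes that meet all conditions, against 1098.

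Of the 27 main results, 390 values under the alternatives kept their direction and their side of the threshold or stayed within 1.5 times of the count, 51 counts moved, 5 gene list tests newly passed the threshold and 3 lost it. The shares of variance stayed between 21.4% and 26.9% for the cell line, between 19.8% and 26.1% for gefitinib and between 0.241% and 0.345% for EGF. The enrichment of the Wnt list did not pass the threshold under any alternative. The cause of the changes that follow was not tested, except where the construction of the alternative gives it.

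A required difference of at least 1 log2 unit, which by construction removes genes, left 990 genes higher in PC9M2 without treatment, 1002 with gefitinib, 958 with EGF and 910 with both. It left 470 genes with a different gefitinib response, 36 that meet all conditions, 21 and 4 genes for EGF in PC9 and PC9M2, and 2472 and 1291 for gefitinib.

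With time points 3 h apart, which leaves 9 of them, there were 2760 genes higher with EGF, 2646 with both agents, 1037 with a different response, 153 that meet all conditions, and 548 and 14 for EGF in PC9 and PC9M2. With the first 13 time points, 1063 genes had a different response, 222 met all conditions, EGF changed 1855 and 84 genes in PC9 and PC9M2, and gefitinib changed 5415 in PC9M2. With the last 13, EGF changed 2004 genes in PC9. The variance inflated for autocorrelation gave 2615 genes higher with gefitinib, 2499 with both and 609 that meet all conditions. Of the 1098 genes, 146 remained with time points 3 h apart, 169 with the first 13 and 617 with the last 13 time points, and all 609 of the inflated variance were among them.

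Arrays paired by time point in treatments of a line share a slide. Their deviations from the course means correlated above 0.1 in 26 of 26 pairs for EGF in both lines, and in 21 and 25 of 26 for gefitinib in PC9 and PC9M2. Between the lines, this held for 19, 9, 19 and 13 of 26 pairs without treatment, with gefitinib, with EGF and with both, so the lines share only the time point. Without the pairing by time point, the unpaired courses gave 2025 genes with a different response, 451 that meet all conditions, and 400 and 89 for EGF in PC9 and PC9M2, and changed no other count by over 1.5 times. Scan day as a random block gave 2022 genes with a different response, 339 that meet all conditions and 5152 for the change over time in PC9M2. In the comparisons between the lines it also dropped their pairing by time point.

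Replacement of outlying points by a spline raised the count for EGF in PC9M2 to 2149. With accessions without a symbol kept, 22793 features were tested in place of 13263, which raises counts by construction. There were 7614 features higher in PC9M2 without treatment, 7492 with gefitinib, 8015 with EGF, 7739 with both and 1668 that meet all conditions. Gefitinib changed 15317 in PC9 and 14289 in PC9M2, and time changed 14420 and 13800. Of the gene lists, 2 were then called for the difference between the lines and 8 for the gefitinib effect.

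For the difference between the lines, 1 list was called, and 2 under normexp background correction, 2 with the probe of the highest mean and 2 with saturated probes left out, where the β-catenin targets with gefitinib passed the threshold (adjusted p = 0.0469). Fry, which does not compare a list with the other genes, called 11 lists for the difference between the lines and 14 for the gefitinib effect. Its adjusted p-values were 0.000573 and 3.93e-05 for the Wnt list without treatment and with gefitinib, and 1.22e-06 and 1.43e-08 for the β-catenin targets. With an estimated correlation, 0 lists were called for the lines and 1 for gefitinib. The ERK-induced genes then lost their call for the difference between the lines with gefitinib (adjusted p = 0.699), the gefitinib effect in PC9M2 (0.172) and the difference of the effects (0.068). Over all alternatives, the adjusted p-value of that difference ran from 5.99e-12 to 0.068.

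Of the values of named genes, 7125 kept their direction and side of the threshold, 301 lost the call, 79 gained it and 28 changed sign with a call in the main or the alternative value. Under normexp, MET changed from -0.24, -0.02, -0.38 and -0.25 without treatment, with gefitinib, with EGF and with both to 0.49, 0.51, 0.35 and 0.44. With the probe of the highest mean it was 0.52, 0.59, 0.37 and 0.50. The difference of the gefitinib effects changed under normexp from 0.22 to -0.12 for CALB1 and from 0.68 to -0.80 for SLCO1B3, which was -0.41 with a floor of 16. The gefitinib effect on FZD5 in PC9M2 changed from 0.02 to -0.25 with the mean of all probes.

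With the first 13 time points, the gefitinib effect in PC9 changed from -0.03 to 0.45 for FZD7, from 0.04 to -0.40 for GSK3A, from -0.08 to 0.25 for HGF and from -0.12 to 0.91 for CXCL10. In PC9M2 it changed from -0.20 to 0.025 for CDH1 and from -0.62 to 0.03 for CXCL10. The difference of the effects changed from 0.34 to -0.054 for PNPLA4, from 0.36 to -0.066 for VCX2 and from 0.81 to -0.047 for ADCY5. The line difference changed from -0.18 to 0.087 for CDH1 with both agents and from -0.31 to 0.004 for CTNNA1 with gefitinib, and the EGF effect in PC9M2 from -0.25 to 0.012 for SUSD2. With the last 13 time points, the line difference of CCN5 changed from 0.11 to -0.54 with gefitinib and from 0.20 to -0.44 with both. For CTNNA1 in PC9M2 the EGF effect changed from 0.03 to -0.15 and the gefitinib effect from 0.27 to -0.028.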

Differences from the paper's values

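The alternative that keeps accessions without a symbol was chosen only after the values were seen.

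The paper reports 1696 genes in the set that meets all conditions, and the count here is 1098. The paper's set was drawn from 17654 genes and this set from 13263. Without the filter on dim genes, 16961 genes were tested and 1015 met all conditions. Of the alternatives set before the data were examined, the count is within 1.5 times of the paper's under scaling to the 75th percentile (1134), the probe with the highest mean (1270), replacement of outlying points by a spline (1339) and Storey's q-values (1327). The t-test of the paper's methods combined with Storey's q-values, not counted among these alternatives, also brings the count within 1.5 times (1350). The count is not within 1.5 times of the paper's under the other 14, nor with any single time point left out (1007 to 1123). With accessions without a symbol kept, chosen after seeing the values, it is 1668 among 22793 features tested. For the single comparisons, the paper's values are 5876 genes without treatment, 5991 with gefitinib, 6396 with EGF and 6164 with both. For a different gefitinib response the paper's value is 6421. The counts here, 4091, 4043, 4330, 4151 and 4507, lie within 1.5 times of these values. Of the 18 alternatives set before the data were examined, 7, 8, 9, 9 and 6 gave counts beyond 1.5 times, in the same order.

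The paper states that Wnt/β-catenin pathway genes are enriched in this set. The hand-written list of the pathway was not enriched here (odds ratio 1.37, p = 0.391), and no alternative brought it past the threshold. The list is not the GO term that the paper tested, which holds more genes. With 73 genes tested and 8 elevated, the 95% confidence interval (0.565 to 2.86) leaves an enrichment open. Among the camera, fry and estimated-correlation tests of the list's difference between the lines, only fry called it. Fry does not compare the list with the other genes, so its call does not show enrichment.

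Fig. 2b shows LEF1 at a lower level with gefitinib than without it in PC9, read by eye. The gefitinib effect on LEF1 in PC9 was 0.07 here (adjusted p = 0.487), and no alternative called it.

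The paper reports a higher level of AXIN2 in PC9M2 at steady state by qRT-PCR (Fig. 2f), in samples other than these arrays. On the arrays without treatment the difference was 0.00 (two-sided adjusted p = 0.998). With the first 13 time points alone AXIN2 was called higher without treatment (0.47), with gefitinib (0.30), with EGF (0.61) and with both (0.29), and it was not called without treatment under any other alternative. With the last 13 time points the difference was negative without treatment (-0.47, adjusted p = 0.143) and with EGF (-0.35, adjusted p = 0.231), and neither was called.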

Other observations

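The tests of chance for the numbers of gene lists and the comparison of chromosomes were chosen only after the results were seen.

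The EGF effects were checked for chance and for the position on the slide, which is the same for all arrays of a treatment. Of 100 exchanges of EGF and no treatment at random time points, 1 gave as many genes in PC9 and 1 in PC9M2, the real ones, and the largest counts of the others were 420 and 1. A position effect would be present at 0 h as it is later. Across genes, which are not independent replicates, the 0 h difference correlated with the mean difference from 1 to 24 h at 0.0434 in PC9 and -0.164 in PC9M2. At 0.5 h it was 0.116 in PC9 and -0.187 in PC9M2. From 1 h on, each time point correlated with the mean of the rest at 0.124 or more in PC9 and at 0.0435 or more in PC9M2, with medians of 0.338 and 0.253. The position, which does not change with time, therefore cannot account for the EGF effects from 1 h on as a whole.

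For the gefitinib effects, 1 of 100 exchanges gave as many genes in PC9 and 1 in PC9M2, the real ones, which excludes a chance assignment of single time points. The effects are autocorrelated (median lag-1 0.29 in PC9 and 0.26 in PC9M2), so a drift of a single course is not excluded. The largest counts of the others were 7538 and 6285 genes.

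Of 18 tests of gene lists for the gefitinib effect, 5 were called. The proliferation list fell in PC9M2 (median -0.52, adjusted p = 0.000157) and was not called in PC9 (median -0.42, adjusted p = 0.0694). The epithelial list rose in PC9M2 (median 0.24, adjusted p = 0.028) and was not called in PC9 (median 0.33, adjusted p = 0.064). Neither list had a gefitinib effect that differed between the lines (adjusted p = 0.187 and 0.331). The mesenchymal list was not called in PC9 (median 0.29, adjusted p = 0.0971) or PC9M2 (median 0.20, adjusted p = 0.0918). Its difference between the lines had a positive median (0.13) and a negative mean (-0.18). The β-catenin targets had a median effect of -0.29 in PC9 (adjusted p = 0.0694) and -0.06 in PC9M2 (adjusted p = 0.274). The Wnt list had medians of 0.02 and 0.07 (adjusted p = 0.8 and 0.353). As many lists were called in 38 of 100 exchanges for the gefitinib effect and in 74 of 100 for the difference between the lines, so chance cannot be excluded for the number of lists called.

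For the change over time without treatment, 1 of 100 orders of the time points gave as many genes in PC9 and 1 in PC9M2, the real ones. The scan day was then examined. The change between consecutive hours was 1.35 times as large across scan days as within them in PC9 and 1.75 times in PC9M2. In PC9M2 this ratio is what the scan day would give, and it may contribute to the change over time, since 5152 genes passed the threshold with scan day as a random block. In PC9 the ratio lay between the values set for and against this explanation. A change of slide cannot be told apart from a change of time, since each time point has its own slide. The median correlation over time between the lines, which share no slide, was 0.0915 over all genes and 0.298 over genes called in both. With 1 course shifted against the other in a circle, the matched alignment ranked 5 of 26 over all genes. A shift by 24 time points gave 0.125. Over genes called in both, the matched alignment was the highest, closely followed by a shift by 25 (0.297). There a shift by 12 gave -0.202. Shifts by 24 and 25 lie next to the match in the circle, so these values do not separate matched times from neighbouring ones. Over genes called in both, the lines were more alike near the match than far from it. Deviations of untreated arrays from their course means correlated between the lines with a median of 0.195 at matched times and -0.003 at other times. With gefitinib these medians were 0.0009 and -0.0099. No biological explanation, such as the cell cycle, was tested.

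The array of untreated PC9M2 cells at 11 h departed most from its neighbours in time, 3.52 times as far as the median array. Without this time point 1096 genes met all conditions. The array of untreated PC9 cells at 18 h was next, at 2.84 times, and without it the count was 1102.

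A gain or loss of genome segments could shift neighbouring genes together. The line differences of neighbouring genes correlated at 0.154 across genes, and the largest value in 100 random orders was 0.0242. The gefitinib effect in PC9, which no such segment explains, gave 0.141, so the test leaves segments open. Over whole chromosomes, the medians of the line difference spread with an SD of 0.134. The gefitinib effect gave 0.0648 and the largest of 100 random orders gave 0.0524. Genes of chromosome 12 had a median difference of -0.35, those of chromosome 22 of -0.34, those of chromosome 9 of -0.24, and those of chromosome 14 of 0.21. These values are consistent with copy number changes of chromosomes or their arms between the lines, a hypothesis found on the same data, for which no DNA was measured.

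Genes whose proteins the paper measured in other experiments were also on the arrays. EGFR was lower in PC9M2 by the two-sided test (-0.82 without treatment, adjusted p = 1.65e-12, and -0.49 with gefitinib). ERBB2 was higher (2.82-fold without treatment, adjusted p = 3.88e-11, and 1.55-fold with gefitinib), and ERBB3 was lower (-0.66 without treatment, adjusted p = 5.52e-06). GSK3A was higher (0.73 without treatment, adjusted p = 1.8e-11). AKT1 was not called without treatment (0.11, adjusted p = 0.522) and was higher with gefitinib (0.47, adjusted p = 0.0142). This call was lost with scan day as a random block (adjusted p = 0.146), the variance inflated for autocorrelation (0.19), time points 3 h apart (0.0524) and the last 13 time points (0.295). ERBB2 with gefitinib lost its call under the first of these (0.0945), the inflated variance (0.0712) and the last 13 time points (0.839). The probes of MET disagreed. Without treatment, the brightest probe gave 0.52 and the others -0.24 and -0.30. AXIN2 rose with gefitinib by 2.82 in PC9 and 2.97 in PC9M2, at all 26 time points in both lines, and fell with EGF by 0.75 and 0.61.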
